# MMAB promotes negative feedback control of cholesterol homeostasis

**DOI:** 10.1038/s41467-021-26787-7

**Published:** 2021-11-08

**Authors:** Leigh Goedeke, Alberto Canfrán-Duque, Noemi Rotllan, Balkrishna Chaube, Bonne M. Thompson, Richard G. Lee, Gary W. Cline, Jeffrey G. McDonald, Gerald I. Shulman, Miguel A. Lasunción, Yajaira Suárez, Carlos Fernández-Hernando

**Keywords:** Lipids, Sterols, Dyslipidaemias, Dyslipidaemias

## Abstract

Intricate regulatory networks govern the net balance of cholesterol biosynthesis, uptake and efflux; however, the mechanisms surrounding cholesterol homeostasis remain incompletely understood. Here, we develop an integrative genomic strategy to detect regulators of LDLR activity and identify 250 genes whose knockdown affects LDL-cholesterol uptake and whose expression is modulated by intracellular cholesterol levels in human hepatic cells. From these hits, we focus on *MMAB*, an enzyme which catalyzes the conversion of vitamin B_12_ to adenosylcobalamin, and whose expression has previously been linked with altered levels of circulating cholesterol in humans. We demonstrate that hepatic levels of MMAB are modulated by dietary and cellular cholesterol levels through SREBP2, the master transcriptional regulator of cholesterol homeostasis. Knockdown of MMAB decreases intracellular cholesterol levels and augments SREBP2-mediated gene expression and LDL-cholesterol uptake in human and mouse hepatic cell lines. Reductions in total sterol content were attributed to increased intracellular levels of propionic and methylmalonic acid and subsequent inhibition of HMGCR activity and cholesterol biosynthesis. Moreover, mice treated with antisense inhibitors of MMAB display a significant reduction in hepatic HMGCR activity, hepatic sterol content and increased expression of SREBP2-mediated genes. Collectively, these findings reveal an unexpected role for the adenosylcobalamin pathway in regulating LDLR expression and identify MMAB as an additional control point by which cholesterol biosynthesis is regulated by its end product.

## Abstract (web summary)

The mechanisms governing cholesterol homeostasis remain incompletely understood. Here, the authors develop an integrative genomic strategy to identify MMAB, and enzyme in the adenosylcobalamin pathway, as a regulator of hepatic LDLR activity and cholesterol biosynthesis.

## Introduction

Cholesterol is an essential component of eukaryotic cells where it plays key structural and functional roles in a variety of pathways. Constituting around 60–90% of the lipid molecules in the plasma membrane, cholesterol serves to modulate cellular polarization and signal transduction^1^. In contrast, only 0.5–1% of total cellular cholesterol is present in the ER membrane, the site of cholesterol biosynthesis and sterol homeostatic machinery^2^. Cholesterol can also be found at intermediate levels in the mitochondria and peroxisomes, where it is oxidized and converted to steroids and bile acids to facilitate dietary lipid absorption^3^. Abnormal levels of cholesterol, however, can have serious cellular consequences, as evidenced by the excess cholesterol that accumulates in arterial walls to potentiate the development of atherosclerosis^4^. Therefore, mammals have developed complex mechanisms to regulate the abundance and distribution of sterols both at a systemic and cellular level.

The liver is a key organ involved in the regulation of cholesterol homeostasis and acquires cholesterol from de novo synthesis and from all classes of plasma lipoproteins. The synthesis of cholesterol occurs in the ER from acetyl-CoA through the mevalonate pathway^5^. The rate-limiting enzyme of this pathway is 3-hydroxy-3-methylglutaryl coenzyme A reductase (HMGCR), which catalyzes the conversion of HMG-CoA to mevalonic acid and is a common target for the cholesterol-lowering drugs, statins^6^. In addition to being synthesized, cholesterol can also be obtained from the circulation through the low density lipoprotein receptor (LDLR) in a classic example of receptor-mediated endocytosis^7^. Upon receptor binding and internalization, LDL is transported to the late endosomal/lysosomal system where LDL-cholesterol (LDL-C) esters are hydrolyzed by acid lipase (AL)^8^. Free cholesterol then exits the late endosome to downstream organelles through the coordinated action of the Niemann−Pick disease, type C1 and 2 (NPC1 and NPC2) proteins^9^. Other sterol-binding proteins are also involved in late endosomal trafficking; however, the mechanisms by which these proteins transport cholesterol are not well characterized^8,10,11^.

The expression of the LDLR and other genes involved in cholesterol homeostasis are primarily governed by the coordinated actions of two transcription factor families: the liver X receptors (LXRs) and sterol regulatory element-binding proteins (SREBPs)^6,12,13^. When intracellular levels of cholesterol are high, oxidized derivatives of cholesterol activate LXRs to induce the expression of genes whose main function is to reduce intracellular cholesterol, including the cholesterol efflux pumps, ABCA1 and ABGC1, and the E3 ligase IDOL (the inducible degrader of the LDLR)^14^. In this setting, the ER-bound SREBPs also coordinate the transcriptional downregulation of LDLR, as well as the full set of genes involved in cholesterol biosynthesis^12^. In contrast, when cellular cholesterol levels decline, SREBPs induce the expression of HMGCR and LDLR, thereby increasing cholesterol biosynthesis, enhancing LDL clearance from the plasma and ensuring that cholesterol levels are maintained^13^.

Components of the LXR and SREBP pathways are also subject to post-transcriptional regulation including the ubiquitination and degradation of HMGCR and SREBP^15^ and the miRNA-mediated repression of SREBP2, HMGCR, and LDLR^16^. In particular, GWAS^17^ and mouse studies^18,19^ identified the pro-protein convertase subtilisin/kexin type 9 (PCSK9) as a major regulator of plasma LDL-C levels by inducing the degradation of LDLR. This important finding has led to the development of anti-PCSK9 antibodies for treating individuals with high plasma LDL-C^20^ and, together with the genes identified in recent GWAS, demonstrates that the regulation of hepatic LDLR expression and activity is complex and requires further investigation. As such, here, we use an integrative genomic strategy approach to identify the regulators of LDLR activity and cholesterol metabolism. Specifically, we describe a role for MMAB, a SREBP2-target gene that catalyzes the conversion of vitamin B_12_ to adenosylcobalamin, a cofactor necessary for the breakdown of certain amino acids, fatty acids, and cholesterol. By altering the levels of propionic and methylmalonic acid, loss of MMAB inhibits HMGCR activity and cholesterol biosynthesis, thereby increasing SREBP2-mediated gene expression and LDL-C uptake. Taken together, these findings identify an additional control point by which cholesterol biosynthesis is regulated by its end product.

## Results

### Genome-wide RNAi screen and expression profiling in human hepatic cells

We recently developed a high-throughput microscope-based screening assay that monitored the effect of miRNA overexpression on the cellular internalization of 3ʹ,3ʹ-dioctadecylin-docarbocyanine-LDL (DiI-LDL) in human hepatic (Huh7) cells^21^. To identify protein-coding regulators of LDLR activity, we employed an integrative genomic strategy applying high-throughput RNA interference (RNAi) to our previously developed screening assay with genome-wide expression profiling in Huh7 cells (Fig. 1a). In order to establish the optimal conditions needed for identification of genes involved in LDL-C uptake and trafficking, we initially characterized SREBP2-mediated gene expression in Huh7 cells incubated in 10% lipoprotein-deficient serum (LPDS) and 30 μg/ml native LDL (nLDL) (Supplementary Fig. 1a). In agreement with the known regulatory functions of SREBP2 ^22^, addition of 30 μg/ml nLDL attenuated the expression of *LDLR* and *HMGCR*, the rate-limiting enzyme of cholesterol biosynthesis. Specifically, LDLR protein expression was significantly reduced at 8 h (Supplementary Fig. 1a), suggesting that LDL-C had reached the ER. Notably, the disruption of cholesterol exit from the late endosomes by the compound U18666A (U18) significantly increased *LDLR* and *HMGCR* mRNA expression. Moreover, the treatment of Huh7 cells with an siRNA directed against the endolysosomal protein, NPC1 (siNPC1), increased DiI-LDL uptake by 30% after 8 h (Supplementary Fig. 1b–c), suggesting our primary screen was suitable for the identification of proteins required for not only LDL-C uptake, but intracellular cholesterol transport, as well.

**Fig. 1:**
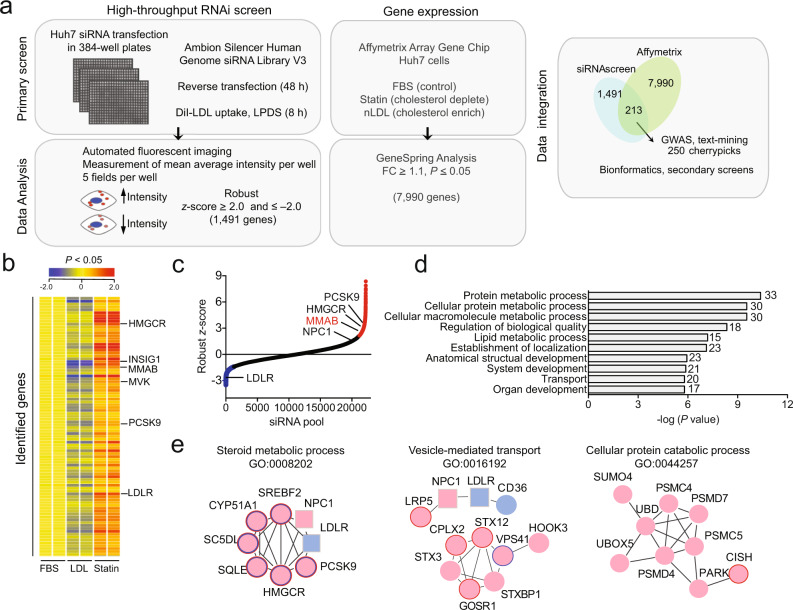
Genome-wide RNAi screen reveals regulators of LDLR activity. **a** Outline of screening and bioinformatic procedures. **b** Gene expression analysis in Huh7 cells cultured in 10% fetal bovine serum (FBS, control), 120 µg/ml native LDL (nLDL, cholesterol enriched) or 5 µM statin (statin, cholesterol-depleted) for 24 h. Representative heatmap shows up- and downregulated genes (FC ≥ 1.1 in statin-treated cells compared to control; FC ≤ –1.1 in nLDL-treated cells compared to control; *P* ≤ 0.05, two-sided unpaired Student’s *t* test). Samples were analyzed in duplicate. Positive control genes are highlighted on the right. Also see Supplementary Data 2. **c** Distribution of average robust *z*-scores for individual siRNAs in the primary RNAi screen. siRNA pools corresponding to 22,203 genes were analyzed in triplicate. Positive (NPC1) and negative (LDLR) control genes, as well as known regulators of cholesterol metabolism (HMGCR, PCSK9) are highlighted. Red (robust *z*-score ≥ 2.0) and blue (robust *z*-score ≤ −2.0) siRNAs were chosen for further validation based on criteria in (**a**). All other siRNAs are shown in black. NS, non-silencing siRNA. **d** Negative log (*P* values) of the top ten enriched GO terms identified in the primary RNAi screen. Gene set enrichment analysis was performed on the top 250 “cherry-picked” hits using MSigDB v5.0 (FDR *q* value = 0.001). Number of genes in overlap (*k*) are depicted to the right of each GO term. **e** Interactions among hits associated with steroid metabolic process (left panel), vesicle-mediated transport (middle panel) and cellular protein catabolic process (right panel), as assessed using the STRING interaction database and Cytoscape plugin and outlined in Supplementary Data 1. Red circle, primary hit whose knockdown increased DiI-LDL uptake; blue circle, primary hit whose knockdown decreased DiI-LDL uptake. Positive and negative controls are depicted as squares. Colored border indicates hits also identified in Affymetrix array (**b**) whose expression decreased with nLDL treatment (blue) and/or increased with statin treatment (red). Source data are provided as a Source Data file.

For systematic RNAi knockdown, Huh7 cells were plated in 384-well plates and reverse transfected with siRNAs against ~20,000 genes (Ambion, Silencer Human Genome siRNA Library V3) for 48 h (Fig. 1a). Previously validated siRNAs against NPC1 and LDLR, as well as a non-silencing (NS) siRNA, were used as positive and negative controls, respectively (Supplementary Fig. 1b–c). Each candidate gene was represented by a pool of three different siRNAs in triplicate. For functional characterization of DiI-LDL uptake, and thus LDLR activity, cells were incubated with 30 μg/ml DiI-LDL for an additional 8 h. Mean DiI-LDL intensity was determined at the level of single cells in five fields per well using quantitative image analysis software. Phenotypic effects caused by siRNAs were converted to robust *z*-scores based on the median average intensity of each respective array (includes randomly distributed NS control siRNAs) (Supplementary Fig. 1c). Upon normalization, robust *z*-scores for each individual siRNA were ranked and compared to respective replicate plates (Supplementary Fig. 1d). Only those genes were considered putative regulators of LDLR activity for which two or more replicate siRNAs yielded activities larger or smaller than 2 MAD away from non-silencing controls (deviation ≥ 2.0 or deviation ≤ –2.0) (Fig. 1c). Including controls, 1491 genes fulfilled these statistical criteria (Supplementary Data 1), validating loss of function of these genes as physiologically relevant in regulating LDL-C uptake, and thus receptor activity.

In addition to our primary RNAi screen, we also performed unbiased genome-wide expression profiling in Huh7 cells cultured in media containing 10% fetal bovine serum (FBS) and 120 μg/ml nLDL (to cholesterol enrich) or 5 μM statin (to cholesterol deplete) for 24 h (Fig. 1b and Supplementary Data 2). Genes regulated at the transcriptional level by cellular cholesterol enrichment or depletion were then determined using an Affymetrix expression array. In total, the expression of 7990 genes were significantly decreased with nLDL treatment (fold-change ≥ 1.1, *P* ≤ 0.05) and/or increased with statin treatment (fold-change ≤ 1.1, *P* ≤ 0.05) (Fig. 1b). Among these, 25 genes were previously associated with the cholesterol metabolic process (GO:0008203), including *SREBP2*, *PCSK9, LDLR, INSIG1*, and *NPC1* (Supplementary Data 2). Other genes whose expression was significantly altered with statin and LDL treatment included those of the cobalamin metabolic process (GO:0009235), innate immunity (GO:0045087), mitophagy (GO:0000422), NADP metabolic process (GO:0006739), cell proliferation (GO:0042127), gene expression regulation (GO:0010629), and receptor-mediated endocytosis (GO:0048261) (Supplementary Data 2).

### Analysis and validation of primary screening results

To narrow down candidate regulators of cholesterol homeostasis, data obtained from gene expression profiling were integrated with results from our functional RNAi screen and compared to genome-wide association studies (GWAS) associated with altered blood lipid levels. This initial comparison identified 250 primary hits, each of which whose knockdown significantly increased or decreased LDLR activity in at least two replicate screening plates and whose expression was modulated by intracellular cholesterol levels and/or associated with altered blood lipid levels and cardiovascular disease (CVD) in humans (Fig. 1a and Supplementary Data 1). Gene ontology (GO) enrichment analysis revealed that our dataset was markedly enriched in gene categories associated with protein metabolism, lipid metabolism, localization, and transport (Fig. 1d, Supplementary Fig. 1e, and Supplementary Data 1), which comprise functional categories previously associated with regulating LDLR activity. Further in-depth bioinformatic analysis of selected enriched functional categories using the STRING database revealed numerous interactions between factors associated within the same GO term (Figs. 1e and 2a). Specifically, we found multiple factors connected with the steroid metabolic process, including genes associated with the cholesterol biosynthetic pathway (*HMGCR*) and the post-transcriptional regulation of LDLR (*PCSK9*). Additionally, our analysis revealed several interactions among hits associated with vesicle-mediated transport, many of which have not been previously associated with regulating LDL-C uptake (Fig. 1e and Supplementary Data 1). Intriguingly, we also found candidate interactions associated with protein catabolism (Figs. 1e, 2a and Supplementary Data 1). Given the importance of the proteasome system in regulating cholesterol homeostasis^15^, further analysis of these ubiquitin ligases is likely to identify regulators of LDLR activity in the future. Taken together, these analyses validate our primary screens as functionally relevant to identify regulators of cholesterol metabolism.

**Fig. 2:**
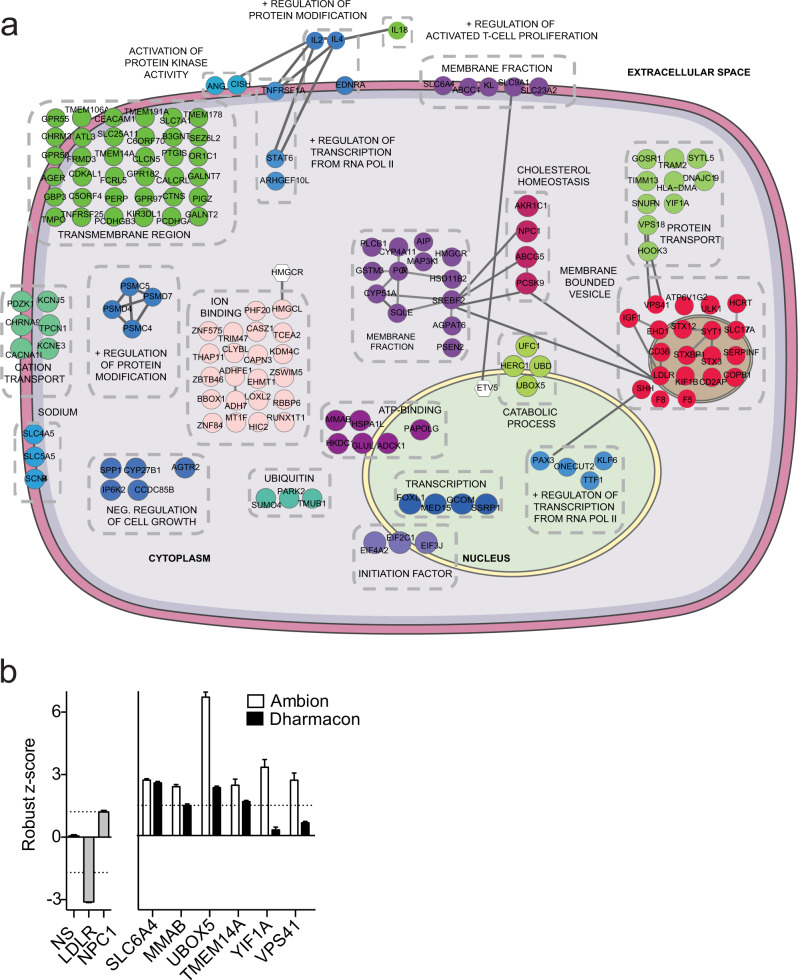
Primary RNAi screen validation. **a** Functional map of top 250 hits from primary RNAi screen. Top hits identified in the primary screens (Fig. 1a) were uploaded into DAVID for functional annotation cluster analysis. Individual genes were assigned to the highest enriched functional annotation cluster in which they were present (see Supplementary Data 1). Regulators of LDLR activity in functional clusters that interact or share functional annotations are depicted in colored circles. Selected genes not found within functional annotation clusters are indicated as white hexagons. Lines between genes in the same and different functional clusters indicate STRING interaction score. Approximate cellular locations of each functional gene cluster are pictured. **b** Average robust *z* scores of top six hits validated in a secondary screening assay using siRNAs from independent libraries. Gray bars, positive and negative screening controls; white bars, Ambion siRNA library used in primary screen; black bars, Dharmacon siRNA library used in secondary screen. Data are mean ± s.e.m. *n* = 3 technical replicates for Ambion siRNA library and 12−32 technical replicates for Dharmacon siRNA library. Dashed line: robust *z* score = 1.5 or −1.5. Source data are provided as a Source Data file.

Next, to independently validate the significance of all 250 primary hits in regulating LDLR activity we performed a deconvolution screen. For each candidate gene, three individual siRNAs from the original siRNA pool were rescreened and tested for their ability to alter DiI-LDL uptake (Supplementary Fig. 2a–d and Supplementary Data 3). In total, we found that 160 hits produced a similar phenotypic effect observed in the primary screen (robust *z* score ≥ 1.6 or deviation ≤–1.6) with at least 1 siRNA, comprising an overall validation rate of 64% (Supplementary Fig. 2d and Supplementary Data 3). From these 160 candidates, we selected 6 representative genes covering a broad range of GO processes (cobalamin biosynthetic process, protein ubiquitination, monoamine transport, and vesicle-mediated transport) and validated them using an independent siRNA library from Dharmacon (Fig. 2c). Among these six genes, knockdown of *SLC6A4*, *MMAB*, *UBOX5*, and *TMEM14A* increased LDLR activity to a level analogous to the primary and deconvolution screens (robust *z* score ≥ 1.5) (Fig. 2c). Of these, *TMEM14A* and *MMAB* were highly expressed in human liver tissue (Supplementary Fig. 3), validating loss of function of these candidates as physiologically relevant in regulating hepatic LDLR activity.

### MMAB is a regulator of cholesterol metabolism

From the top candidate genes, we were initially interested in the methylmalonic aciduria (cobalamin deficiency) cblB type (*MMAB*) gene. *MMAB* encodes for a protein that catalyzes the final step in the conversion of vitamin B_12_ into adenosylcobalamin (AdoCbl), a coenzyme for methylmalonyl-CoA mutase^23^. Interestingly, this gene is located in the same locus as mevalonate kinase (MVK)^24^, a key enzyme in the cholesterol biosynthetic pathway (Fig. 3a). Moreover, several genome-wide association studies (GWAS) have found that the *MMAB/MVK* loci influences plasma levels of LDL-C and HDL-C in humans^25–27^. These intriguing findings led us to further investigate the role of MMAB in regulating cellular cholesterol metabolism and LDLR activity in vitro and in vivo.

**Fig. 3:**
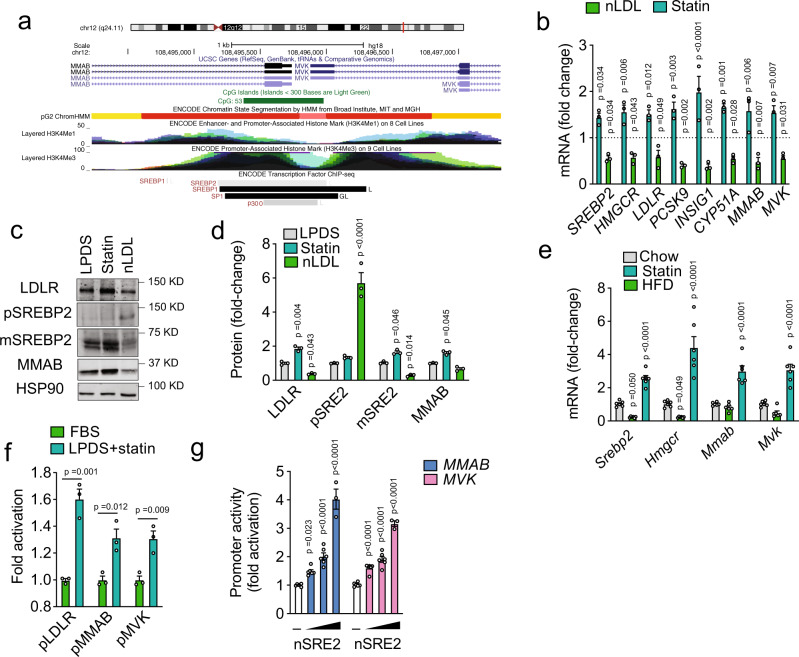
SREBP2 regulates MMAB/MVK expression in vitro and in vivo. **a** Schematic diagram of human chromosome 12, showing the localization of *MMAB* and *MVK*. The active promoter region of *MMAB* and *MVK* is shown in red (HepG2 ChromHMM) and correlates with CpG islands (green) and enriched H3K4Me3 marks. Transcription factor binding sites (as assayed by ChIP-seq) are shown below. SREBP2, SREBP1, SP1, and p300 are highlighted in red. Data were compiled using the UCSC Genome Browser (NCBI36/hg18, http://genome.ucsc.edu). **b** qRT-PCR analysis of SREBP2-responsive genes in Huh7 cells incubated in lipoprotein-deficient serum (LPDS), LPDS + 5 µM statin, or LPDS + 120 µg/ml native LDL (nLDL) for 24 h. Relative expression levels were normalized to those cells incubated in LPDS (dashed line). Data are mean ± s.e.m. of three independent experiments in duplicate. Statistical comparisons by two-way ANOVA with Bonferroni correction for multiple comparisons. **c**, **d** Representative Western blot of LDLR, SREBP2, and MMAB in Huh7 cells incubated in lipoprotein-deficient serum (LPDS), LPDS + 5 µM statin, or LPDS + 120 µg/ml native LDL (nLDL) for 24 h. HSP90 was used as a loading control. Quantification of blot shown in panel (**d**). Data are mean ± s.e.m. of three independent experiments. Statistical comparisons by two-way ANOVA with Bonferroni correction for multiple comparisons. **e** qRT-PCR analysis of SREBP2-responsive genes in the livers of C57BL/6 mice fed a chow diet, chow diet supplemented with statin (statin) or high-fat diet (HFD). Data are mean ± s.e.m. *n* = 6 mice per group. Statistical comparisons by two-way ANOVA with Bonferroni correction for multiple comparisons. **f** *MMAB*, *MVK* and *LDLR* promoter activity in Huh7 cells incubated in 20% FBS + 60 µg/ml native LDL (nLDL) or LPDS and 5 µM statin for 24 h (LPDS + statin). Data are mean ± s.e.m. of three independent experiments in triplicate. Statistical comparisons by two-sided unpaired Student’s *t* test. **g** *MMAB* and *MVK* promoter activity in HeLa cells transfected with an empty vector (–) or 0.5, 1, and 2 μg nuclear SREBP2 (nSRE2). Data are mean ± s.e.m. of six independent experiments in duplicate. Statistical comparisons by one-way ANOVA with Bonferroni correction for multiple comparisons. Source data are provided as a Source Data file.

qRT-PCR analysis confirmed that MMAB was transcriptionally altered in Huh7 cells incubated with statin or nLDL compared to cells incubated in media containing 10% LPDS, similarly to other known cholesterol-sensing genes (Fig. 3b), and consistent with previous observations^24^. Comparable results were obtained at the protein level (Fig. 3c, d). Additionally, we found that *MMAB* expression was significantly upregulated in the livers of mice fed a chow diet supplemented with statin (Fig. 3e), suggesting that its regulation by dietary cholesterol is evolutionarily conserved. Analysis of the genomic reference sequence for *MMAB* revealed a conserved SREBP2-binding site upstream of the MMAB promoter, as well as binding sites for generic transcription factors involved in SREBP activation, including SP1 (Fig. 3a). This motif is shared by MVK, and suggests that MMAB is regulated with MVK by SREBP2 as part of a bifunctional locus. Indeed, *MMAB/MVK* promoter activity was significantly increased when cells were cholesterol-depleted with statin treatment, similarly to *LDLR* (Fig. 3f). Consistent with this, overexpression of the nuclear, active form of SREBP2 (nSREBP2) dose-dependently increased *MMAB* and *MVK* promoter activity (Fig. 3g).

To further confirm that MMAB regulates LDLR activity in human hepatic cells, we next inhibited MMAB expression using an independent siRNA from Dharmacon and examined DiI-LDL uptake by fluorescence microscopy. As expected by the results obtained in the primary and secondary screening assays, the inhibition of MMAB markedly increased DiI-LDL uptake, compared to cells transfected with an NS control siRNA (Fig. 4a, upper panel). Similar results were observed when we assessed DiI-LDL binding and uptake by flow cytometry (Fig. 4b, lower panel). To begin to understand how MMAB controls LDL-C uptake, we next assessed the effect of MMAB knockdown on LDLR mRNA and protein expression. Transfection of Huh7 cells with an siRNA against MMAB (siMMAB), but not a control (NS) siRNA, significantly increased LDLR mRNA and protein expression (Fig. 4b, c). Interestingly, knockdown of MMAB also significantly upregulated the mRNA and protein expression of HMGCR, SREBP2, CYP51A, and PCSK9, all known targets of SREBP2 (Fig. 4b, c). Given that SREBP2 is classically activated by low levels of intracellular cholesterol, we hypothesized that MMAB may be controlling LDL-C uptake by reducing the levels of intracellular cholesterol, thereby increasing SREBP2-mediated gene expression, including that of LDLR. Indeed, when we assessed the total sterol content of Huh7 cells transfected with an siRNA against MMAB, total levels of intracellular cholesterol were significantly decreased (Fig. 4d). Intriguingly, upstream sterol intermediates were also significantly reduced, suggesting that knockdown of MMAB results in reduced intracellular cholesterol levels by altering cholesterol biosynthesis. Consistent with our hypothesis, cells transfected with siMMAB had reduced [^14^C]-acetate incorporation into cholesterol (Fig. 4e). Taken together, these data suggest that MMAB controls LDLR expression and activity by modulating cholesterol biosynthesis.

**Fig. 4:**
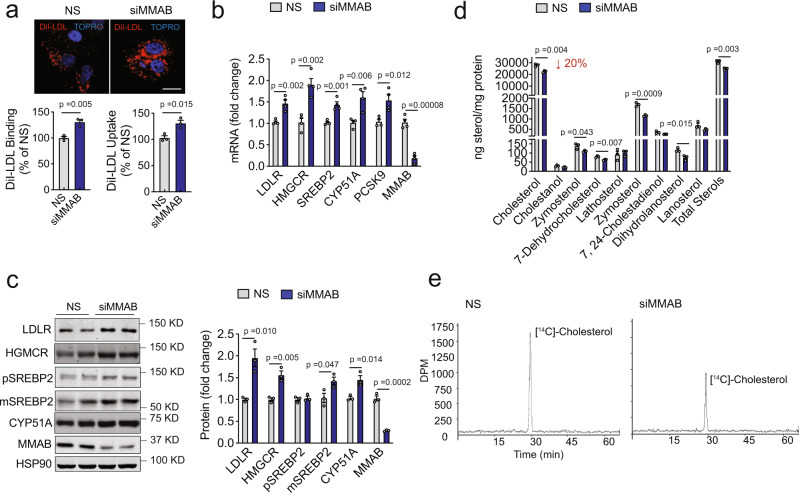
Knockdown of MMAB increases LDLR expression and activity and decreases cholesterol biosynthesis in vitro. **a** Representative images of DiI-LDL uptake in Huh7 cells transfected with a non-silencing siRNA (NS) or siRNA MMAB (siMMAB) and incubated with 30 μg/ml DiI-LDL for 8 h at 37 °C. Red, DiI-LDL; blue, nuclei stained with TO-PRO-3 iodide (TOPRO). Scale bar, 10 μm. Flow cytometry analysis of DiI-LDL specific binding and uptake in Huh7 cells transfected with NS siRNA or siMMAB and incubated with 30 μg/ml DiI-LDL for 8 h at 37 °C (uptake) or 90 min at 4 °C (binding) is shown below. Data are mean ± s.e.m. of three independent experiments. Statistical comparisons by two-sided unpaired Student’s *t* test. **b**, **c** qRT-PCR (**b**) and Western analysis (**c**) of SREBP2-responsive genes in Huh7 cells transfected with an NS control siRNA or siMMAB. HSP90 was used as a loading control. Quantification compared to HSP90 is shown in panel (**c**). Data are mean ± s.e.m. of three (**c**) or four (**b**) independent experiments in duplicate. Statistical comparisons by two-sided unpaired Student’s *t* test. **d** Sterol content of Huh7 cells transfected with NS siRNA or siMMAB. Lipids were extracted and analyzed by GC-MS. “Total sterols” were calculated as the sum of all sterols that could be detected. Data are mean ± s.e.m. of three independent experiments. Statistical comparisons by two-sided unpaired Student’s *t* test. **e** Effect of MMAB knockdown on [1,2-^14^C]-acetate incorporation into cholesterol as determined by HPLC. Huh7 cells were treated as in (**d**). Data are representative of three independent experiments. Source data are provided as a Source Data file.

Next, we assessed whether suppression of MVK, an underlying susceptibility gene in the lipid-associated MMAB-MVK locus^25–27^, also increased the expression and activity of LDLR in human hepatoma cells. In contrast to the results observed in MMAB-depleted cells, we found that knockdown of MVK levels markedly reduced LDLR expression and attenuated DiI-LDL binding and uptake (Supplementary Fig. 4a–d). To further characterize how MVK silencing affects LDLR expression, we transfected Huh7 cells with an siRNA against MVK (siMVK) or NS control siRNA and analyzed the expression of LDLR at different time points. Notably, we observed a marked upregulation of LDLR 24 h after MVK knockdown and a significant decrease at later time points (Supplementary Fig. 4e), suggesting that mevalonate and/or other derivatives of mevalonic acid provide a signal for repression of LDLR expression. Indeed, previous studies have reported the inhibitory effect of mevalonolactone on hepatic LDLR expression in rats treated with Zaragozic acid, an inhibitor of squalene synthase^28^.

### Increased LDLR activity in methylmalonic acidurias

To explore the role of MMAB in regulating cholesterol biosynthesis, we next assessed the effect of MMAB deficiency on the global metabolic profile of Huh7 cells. Loss of MMAB function leads to reduced catabolism of odd-chain fatty acids, cholesterol, and the amino acids, valine, isoleucine, methionine, and threonine (Fig. 5a). This deficiency produces elevated levels of toxic organic acids (propionic and methylmalonic acid) in patients with the autosomal recessive disorder methylmalonic aciduria^29,30^. As shown in Fig. 5b and c, knockdown of MMAB caused a marked accumulation of methylmalonic acid and propionylcarnitine, the carnitine-conjugated derivative of propionyl-CoA that is upstream of methylmalonyl-CoA and indicative of reduced methylmalonyl-CoA mutase (MUT) activity. Of note, other proximal metabolites, such as acetyl-CoA and succinyl-CoA, were unchanged (Supplementary Data 4).

**Fig. 5:**
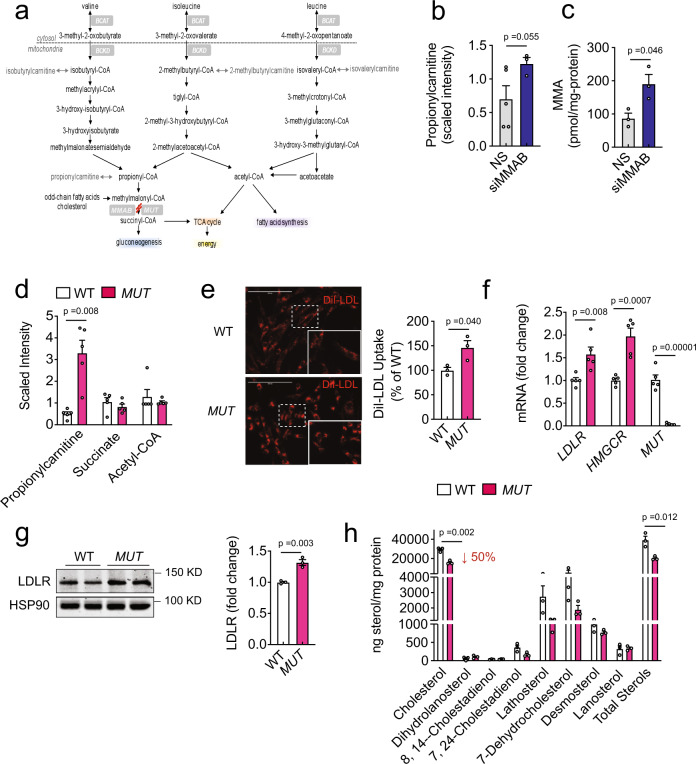
*MUT*-deficient human fibroblasts have increased LDLR expression and function and decreased sterol content. **a** Catabolism of odd-chain fatty acids, cholesterol, and amino acids. *MMAB* catalyzes the final step in the conversion of vitamin B_12_ into adenosylcobalamin (AdoCbl), a coenzyme for methylmalonyl-coA mutase (*MUT*). Mutations in *MMAB* or *MUT* lead to the metabolic disorder, methylmalonic aciduria. **b**, **c** Propionylcarntitine (**b**) and methylmalonic acid (MMA) (**c**) content in Huh7 cells transfected with a non-silencing siRNA (NS) or siRNA MMAB (siMMAB) for 60 h. Data are mean ± s.e.m. *n* = 3–5 biological replicates per group. Statistical comparisons by unpaired Welch’s two-sample *t* test. **d** Relative levels of propionylcarnitine, succinate and acetyl-CoA in WT and *MUT-*deficient fibroblasts incubated in DMEM containing 10% LPDS for 24 h. Data are mean ± s.e.m. of five independent experiments. Statistical comparisons by unpaired Welch’s two-sample *t* test. **e** Representative images of DiI-LDL uptake in human fibroblasts deficient of methylmalonyl-coA mutase (*MUT*) or wild-type (WT) controls and incubated with 30 μg/ml DiI-LDL for 2 h at 37 °C. Red, DiI-LDL. Scale, 200 μm. Quantification of DiI-LDL uptake by FACS is shown to the right. Data are mean ± s.e.m. of three independent experiments. Statistical comparisons by unpaired two-sided Student’s *t* test. **f**, **g** qRT-PCR (**f**) and Western blot (**g**) analysis of SREBP2 responsive genes in WT and *MUT* fibroblasts incubated in LPDS for 24 h. HSP90 was used as a loading control. Quantification of blot is shown to the right. Data are mean ± s.e.m. of 3–5 independent experiments in duplicate, respectively. Statistical comparisons by unpaired two-sided Student’s *t* test. **h** Sterol content of WT and *MUT* fibroblasts incubated in DMEM containing 10% LPDS for 24 h. Lipids were extracted and analyzed by GC-MS. “Total sterols” were calculated as the sum of all sterols that could be detected. Data are mean ± s.e.m. of three independent experiments. Statistical comparisons by unpaired two-sided Student’s *t* test. Source data are provided as a Source Data file.

If siMMAB-mediated alterations in cholesterol biosynthesis and LDLR activity were due to changes in metabolic intermediates, we posited that loss of other enzymes in this metabolic pathway would produce a similar phenotype. Indeed, cultured fibroblasts from patients deficient in the mitochondrial enzyme, *MUT*, accumulated significantly higher levels of propionylcarnitine and other metabolites produced from the degradation of branched-chain amino acids (isobutyrylcarnitine, isovalerylcarnitine, 2-methylbutyrylcarnitine) (Fig. 5d and Supplementary Data 5). Intriguingly, *MUT*-deficient fibroblasts also had markedly increased DiI-LDL uptake compared to age- and sex-matched healthy (WT fibroblasts) individuals (Fig. 5e). Consistent with this, the mRNA and protein levels of SREBP2-target genes, such as LDLR, were significantly increased (Fig. 5f, g). Furthermore, when we assessed the total sterol content of *MUT-*deficient fibroblasts by GC-MS, we found that intracellular cholesterol levels and other sterol intermediates were prominently reduced (Fig. 5h), suggesting that cholesterol homeostasis is altered in methylmalonic acidurias, and that metabolic changes may be contributing siMMAB-mediated reductions in cholesterol biosynthesis.

To further ascertain the importance of the adenosylcobalamin pathway in regulating LDLR activity, we next determined whether double inactivation of *MMAB* and *MUT* enhanced the expression of LDLR expression in human hepatoma cells. To this end, we silenced the expression of *MMAB*, *MUT* or both genes in Huh7 cells and evaluated the expression of LDLR. Similar to our previous results, we found a significant increase in LDLR protein expression in Huh7 cells treated with an siRNA against MUT or MMAB compared to cells transfected with an NS control siRNA (Supplementary Fig. 5a and b). Interestingly, the suppression of both genes led to a modest increase of LDLR expression compared to cells treated with either MMAB or MUT siRNA alone, suggesting a potential additional effect of both genes in regulating LDLR expression and cholesterol homeostasis (Supplementary Fig. 5a and b).

### Propionic acid increases LDLR expression and activity

Previous reports have shown that propionic acid inhibits cholesterol biosynthesis in isolated rat hepatocytes^31^. Therefore, we hypothesized that the loss of MMAB may be affecting LDLR expression and activity by increasing intracellular concentrations of propionate. To test this idea, we initially treated Huh7 cells with varying doses of propionic acid for 24 h and assessed LDLR activity using FACS. Importantly, concentrations of propionic acid (~75−100 μM) previously found in the portal vein of humans^32,33^ and known to increase intracellular propionyl-CoA levels similarly to those found in primary human hepatocytes from patients with methylmalonic aciduria^34^ significantly increased DiI-LDL specific uptake and binding (Supplementary Fig. 6a and Fig. 6a, b). Consistent with this, 100 μM propionic acid also markedly increased the expression of LDLR and other SREBP-responsive genes at the mRNA and protein level (Supplementary Fig. 6b and Fig. 6c). Given that SREBP2 is a crucial transcriptional regulator of LDLR^12^, we next investigated whether SREBP2 was required for the propionate-mediated upregulation of LDLR. To this end, Huh7 cells were treated with the site 1 protease (S1P) inhibitor, PF-429242 (which inhibits endogenous SREBP processing^35^), and propionic acid or vehicle control. Importantly, in Huh7 cells incubated with PF-429242 (S1P Inh), the mRNA and protein levels of LDLR and other cholesterol-sensing genes (HMGCR, SREBP2, PCSK9, CYP51A, and DHCR24) were markedly suppressed (Supplementary Fig. 7a, b). Interestingly, the propionate-mediated upregulation of LDLR, HMGCR, CYP51A, and mature SREBP2 (mSREBP2) was abolished in cells treated with S1P Inh (Supplementary Fig. 7a, b), suggesting that propionate upregulates LDLR expression through the transcriptional activation of SREBP2. Because SREBP2 expression is induced by low intracellular cholesterol levels, we next assessed the total sterol content of Huh7 cells incubated with 100 μM propionic acid for 24 h. As seen in Supplementary Fig. 7c, propionic acid significantly reduced intracellular sterol levels, as well as [^14^C]-acetate incorporation into cholesterol, similarly to what has previously been published^31^. Interestingly, the propionate-mediated reduction in cholesterol biosynthesis was not due to direct inhibition of HMGCR, as HMGCR activity was unaltered in isolated liver microsomes treated with physiologic and supraphysiologic doses of propionic acid (Fig. 5d). Taken together, these results suggest that siMMAB-mediated increases in propionate control cholesterol biosynthesis through an indirect mechanism.

**Fig. 6:**
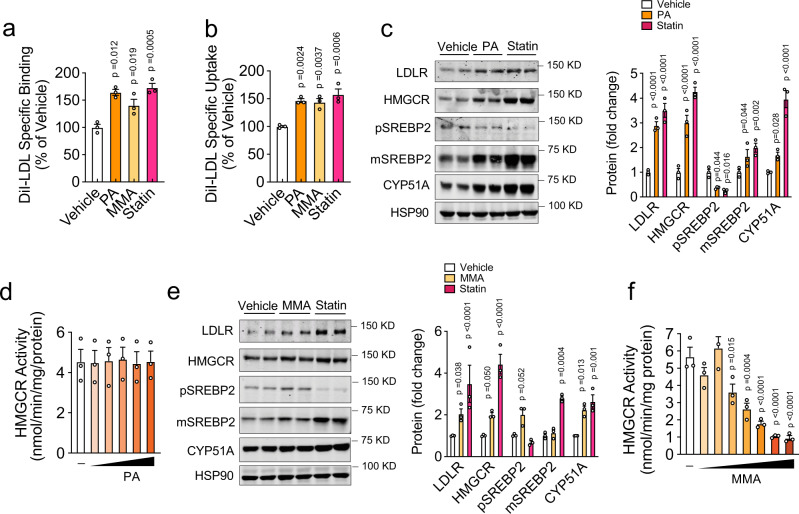
Methylmalonic acid inhibits HMGCR activity and increases SREBP2-mediated gene expression and DiI-LDL uptake. **a**, **b** Flow cytometry analysis of DiI-LDL specific binding (**a**) and uptake (**b**) in Huh7 cells treated with vehicle, 50 μM methylmalonic acid (MMA), 100 μM propionic acid (PA) or 5 μM statin for 24 h and incubated with 30 μg/ml DiI-LDL for 2 h at 37 °C (uptake) or 90 min at 4 °C (binding). Data are mean ± s.e.m. of three independent experiments in duplicate. Statistical comparisons by one-way ANOVA with Bonferroni correction for multiple comparisons. **c** Western blot analysis of SREBP2-responsive genes in Huh7 cells incubated in LPDS for 24 h and treated with vehicle, 100 μM propionic acid (PA), or 5 μM statin for 24 h. HSP90 was used as a loading control; quantification is shown to the right of the blots. Data are mean ± s.e.m. of three independent experiments in duplicate. Statistical comparisons by two-way ANOVA with Bonferroni correction for multiple comparisons. **d** HMGCR activity in liver microsomes treated with increasing doses (10 μM, 100 μM, 1 mM, 10 mM, 100 mM) of propionic acid or vehicle control. Data are mean ± s.e.m. of three independent experiments in duplicate. **e** Western blot analysis of SREBP2-responsive genes in Huh7 cells incubated in LPDS for 24 h and treated with vehicle, 50 μM methylmalonic acid (MMA), or 5 μM statin for 24 h. HSP90 was used as a loading control; quantification is shown to the right of the blots. Data are mean ± s.e.m. of three independent experiments in duplicate. Statistical comparisons by two-way ANOVA with Bonferroni correction for multiple comparisons. **f** HMGCR activity in liver microsomes treated with increasing doses (10 μM, 25 μM, 50 μM, 75 μM, 100 μM, 1 mM, 10 mM) of methylmalonic acid (MMA) or vehicle control. Data are mean ± s.e.m. of three independent experiments in duplicate. Statistical comparisons by one-way ANOVA with Bonferroni correction for multiple comparisons.

### Methylmalonic acid upregulates LDLR activity by inhibiting HMGCR activity and reducing cholesterol biosynthesis

Mutations in MMAB impair the activity of *MUT*, leading to the accumulation of toxic metabolites, including methylmalonic acid^29,30^. To determine whether increases in methylmalonic acid could also contribute to siMMAB-mediated increases in LDLR activity, we next assessed DiI-LDL-specific uptake in Huh7 cells treated with varying doses of methylmalonic acid for 24 h. As shown in Supplementary Fig. 6c, 25−200 μM methylmalonic acid (levels previously observed in primary human hepatocytes isolated from patients with methylmalonic aciduria^34^ and in the serum of aged individuals^36^) significantly increased DiI-LDL-specific uptake compared to controls. Consistent with this, 50 μM methylmalonic acid significantly increased the expression of LDLR and other SREBP-responsive genes at the mRNA and protein level (Supplementary Fig. 6d and Fig. 6e). Importantly, when we assessed HMGCR activity in isolated hepatic microsomes, we found that methylmalonic acid significantly inhibited HMGCR activity at doses as low as 50 μM (Fig. 6f), consistent with methylmalonic acid mediating a direct effect of siMMAB-mediated reductions in cholesterol biosynthesis.

### MMAB negatively regulates LDLR expression in vivo by altering HMGCR activity and SREBP2-mediated gene expression

To further evaluate the role of MMAB in regulating LDLR activity in vivo, we next silenced MMAB expression in mice using antisense oligonucleotides (ASOs) and antisense locked nucleic acid (LNA) GapmeRs. Initially, we screened four different GapmeRs directed against *Mmab* mRNA (LNA#1−4) for their ability to silence MMAB in mouse hepatic (Hepa) cells. Transfection of Hepa cells with 50 nM of LNA #3 and #4 significantly reduced MMAB mRNA and protein expression compared to controls (Supplementary Fig. 8a–b). Moreover, LNA #3 (LNA MMAB) markedly increased DiI-LDL-specific uptake in Hepa cells, thus confirming our previous results using siRNAs in Huh7 cells and suggesting that the siMMAB-mediated regulation of LDLR expression is evolutionarily conserved (Supplementary Fig. 8c–d). To address the consequence of silencing MMAB in vivo, 8-week-old male mice were fed a chow diet and injected weekly with an antisense oligonucleotide against MMAB (MMAB ASO) or control oligonucleotide [(CON ASO), 50 mg/kg × 6 weeks] (Supplementary Fig. 8e). As shown in Fig. 7a and d, treatment with MMAB ASO led to a marked reduction in hepatic *Mmab* mRNA and protein levels, without altering *Mvk* expression. 

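RNA-seq of 3 livers in each group also gave lower *Mmab* mRNA in every MMAB ASO liver than in any CON ASO liver. *Mmab* lies on chromosome 5 of GRCm38 from 114431034 to 114444060, on the minus strand. Its level was 6.31, 5.30 and 6.83 CPM in CON ASO replicates 1, 2 and 4, with a mean of 6.14 ± 0.780 (SD, n = 3). In MMAB ASO replicates 1, 2 and 4 it was 1.87, 2.69 and 1.80 CPM, with a mean of 2.12 ± 0.497 (SD, n = 3). The log2 fold change was -1.55 (standard error 0.21, adjusted p = 0.00225 from limma). It passed an adjusted p of 0.05 in each of the 6 fits that left out 1 library, with adjusted p-values from 4.54e-04 to 0.0259. An exact two-sided permutation test of the 6 values gave p = 0.1, the smallest that 3 livers against 3 allow. *Mvk* lies beside *Mmab* on the plus strand, from 114444269 to 114460591. Its mean was 2.33 ± 0.684 CPM (SD, n = 3) in CON ASO livers and 3.41 ± 1.03 (SD, n = 3) in MMAB ASO livers, and the values of the groups overlapped. Its log2 fold change of 0.55 (standard error 0.28) did not pass, at an adjusted p of 0.327 from limma and an exact two-sided permutation p of 0.3. It was 0.28 without CON ASO replicate 2 and 0.33 without MMAB ASO replicate 4.

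**Figure D1:**
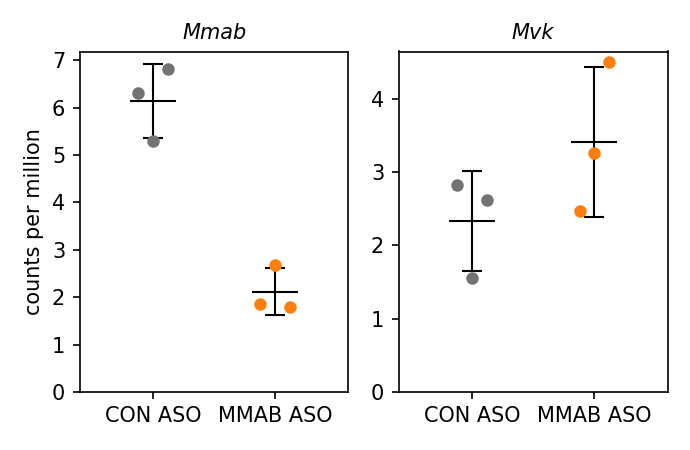
*Mmab* and *Mvk* in CPM (vertical axes, linear, from 0) in livers of mice treated with CON ASO (grey) or MMAB ASO (orange). Points are single livers, and bars give the mean and SD of 3 livers. The 3 MMAB ASO livers lie between 1.80 and 2.69 for *Mmab*, below the 3 CON ASO livers.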

Consistent with this, plasma and liver MMA levels were significantly increased (Fig. 7b, c). Body weight, total plasma cholesterol, HDL-C, and transaminase levels were unaltered (Supplementary Fig. 8f–j).

**Fig. 7:**
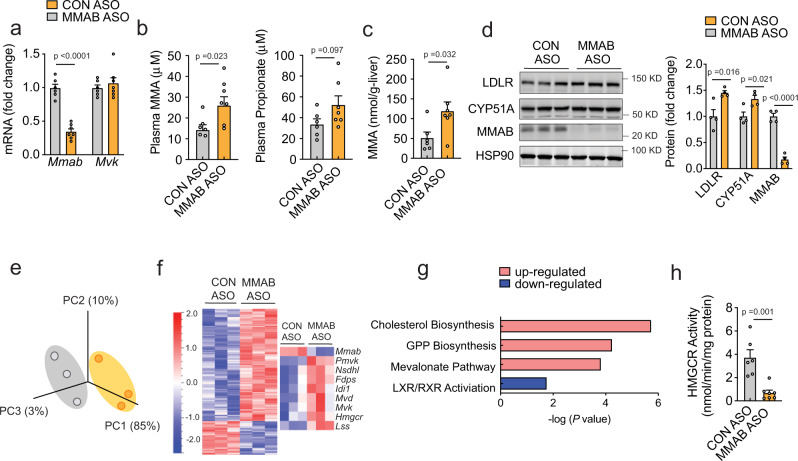
Knockdown of MMAB reduces HMGCR activity and increases SREBP2-mediated gene expression in vivo. **a** qRT-PCR expression of *Mmab* and *Mvk* in 8-week-old C57BL/6 (WT) mice treated weekly with 50 mg/kg MMAB antisense oligonucleotide (MMAB ASO) or 50 mg/kg control antisense oligonucleotide (CON ASO) for 6 weeks. Data are mean ± s.e.m. *n* = 6 CON ASO, 7 MMAB ASO. Statistical comparisons by unpaired two-sided Student’s *t* test. **b** Plasma methylmalonic acid (MMA) and propionate in mice treated as in (**a**). Data are mean ± s.e.m. *n* = 6 CON ASO, 7 MMAB ASO. Statistical comparisons by unpaired two-sided Student’s *t* test. **c** Hepatic methylmalonic acid (MMA) in mice treated as in (**a**). Data are mean ± s.e.m. *n* = 6 CON ASO, 7 MMAB ASO. Statistical comparisons by unpaired two-sided Student’s *t* test. **d** Representative Western blot analysis of MMAB and SREBP2-responsive genes in the livers of mice treated as in (**a**). HSP90 was used a loading control. Quantification of blot shown to the right. Data are mean ± s.e.m. *n* = 4 mice per group. Statistical comparisons by unpaired two-sided Student’s *t* test. **e** Principle component (PC) analysis of RNA-seq data from liver tissue of mice treated as in (**a**). *n* = 3 mice per group. **f** Heatmap analysis of hepatic genes differentially expressed between CON ASO and MMAB ASO treated mice. Data are represented as Log2 (MMAB ASO/CON ASO treated) values. Genes in blue are downregulated, while genes in red are upregulated (*P* ≤ 0.05; FC ≥ 1.5, FC ≤ −1.5). Differentially expressed cholesterol biosynthetic genes are shown to the right (FDR adjusted, *P* ≤ 0.05; FC ≥ 1.5, FC ≤ −1.5). *n* = 3 mice per group. **g** Pathway enrichment analysis of differentially expressed genes in the livers of CON ASO and MMAB ASO treated mice. Pathways with increased activity (positive *Z*-score) are highlighted in red, while pathways with decreased activity (negative *Z*-score) are highlighted in blue. See Supplementary Data 6. **h** HMGCR activity in the livers of mice treated as in (**a**). Data are mean ± s.e.m. *n* = 6 CON ASO, 7 MMAB ASO. Statistical comparisons by unpaired, two-sided Mann−Whitney test. Source data are provided as a Source Data file.

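The livers of the groups lay apart on the first principal component of the log2 values of the 11565 tested genes, centred and not scaled. This component held 42.5% of the variance, the second 18.9% and the third 15.9%. On the first, CON ASO replicates 1, 2 and 4 scored -18.4, -23.1 and -22.7, and MMAB ASO replicates 1, 2 and 4 scored 20.6, 18.9 and 24.6. On the second, CON ASO replicate 1 stood apart at 27.5, and the other 5 livers lay between -14.3 and 9.29. *Marco*, a macrophage gene chosen here after its values were seen, was at 15.7 CPM in CON ASO replicate 1 and at 0.134 to 0.813 in the other 5 livers. Over the 1049 genes at the study's thresholds alone, the first component held 69.7% of the variance and the second 10.6%. Those genes were picked for their difference between the groups, which raises the share of the first component.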

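Cholesterol synthesis genes were among the genes higher in MMAB ASO livers, and markers of sinusoidal endothelial, stellate and Kupffer cells were a larger part of them. At an unadjusted p of 0.05 and a fold change of 1.5, 638 genes were higher and 411 lower. Of genes in the right panel of Fig. 7f, *Mmab*, *Fdps*, *Lss*, *Idi1* and *Mvd* passed these thresholds, but *Fdps* and *Idi1* did not without CON ASO replicate 2 (folds 1.48 and 1.44), nor *Lss* with a pseudocount of 1 (1.49), nor *Mvd* without CON ASO replicate 1 (1.63) or 2 (1.44) or MMAB ASO replicate 2 (1.66) or 4 (1.35), with a pseudocount of 1 (1.38), or under median-ratio scaling (1.61) or quantile normalization (1.49). *Mmab*, *Fdps* and *Lss* passed with an adjusted p of at most 0.05 from limma as well. The folds of *Pmvk*, *Nsdhl* and *Mvk* were 1.40, 1.42 and 1.47, below the threshold. Of 20 cholesterol synthesis genes, 5 were among the 638 higher genes, where 1.10 would fall by chance (one-sided Fisher's exact test over genes, odds ratio 5.74, p = 0.0039, adjusted p = 0.0311 over all lists in both directions). All gene lists were written after values of the paper's Supplementary Data 6, from these same livers, had been seen. This enrichment and the counts of the other lists are therefore not independent evidence. Among the same 638 genes were 15 of 18 endothelial markers, such as *Clec4g*, *Ehd3*, *Stab1* and *Fcgr2b*, 11 of 16 stellate cell and matrix genes, such as *Pdgfrb* and *Ecm1*, and 9 of 14 Kupffer cell and macrophage markers, such as *Clec4f* and *Vsig4*. Among the 411 lower genes were 10 of 19 acute phase genes, such as *Apcs*, *Hamp* and *Socs3*. They also held 4 of 15 circadian clock genes, where 0.53 would fall by chance (one-sided Fisher's exact test, p = 0.00157, adjusted p = 0.0147). Of the clock genes, 1 was among the 638 higher genes and 0 passed alone at an adjusted p under 0.05 from limma. The clock list did not pass with camera, a tool of limma (adjusted p = 0.0568). The estimated correlation between genes was 0.456 for cholesterol synthesis, 0.588 for endothelial and 0.911 for Kupffer cell and macrophage markers, and -0.0003 for clock genes. Fisher's test assumes genes that vary independently, which the correlated lists did not meet, so the p-value for cholesterol synthesis is not a measure of chance. An average correlation near 0 does not show that clock genes vary independently, since genes moving together in opposite directions would cancel. Whether their p-value measures chance is therefore open. In the mean of the clock list the groups overlapped, with MMAB ASO replicate 4 at -0.08 above CON ASO replicate 2 at -0.12. For cholesterol synthesis the odds ratio was at least 5.74 in 4 of the 10 splits into 3 and 3 livers, the real one included. The other splits hold livers of both groups on each side and gave 101 to 222 genes at these thresholds, against 1049 in the real one. The count of splits therefore cannot show how often such an odds ratio would arise by chance. The paper's table in Supplementary Data 6 lists 1074 genes, 742 higher and 332 lower. All of them were tested here, 1073 had the same sign, and 770 passed the same thresholds in the same direction, 479 higher and 291 lower. Across these genes, which are not independent replicates, Spearman's rho between both sets of log2 fold changes was 0.911. Both sets come from the same 6 livers, and the genes were listed for a fold change of at least 1.5. The matching signs and the high rho were therefore largely fixed beforehand.

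**Figure D2:**
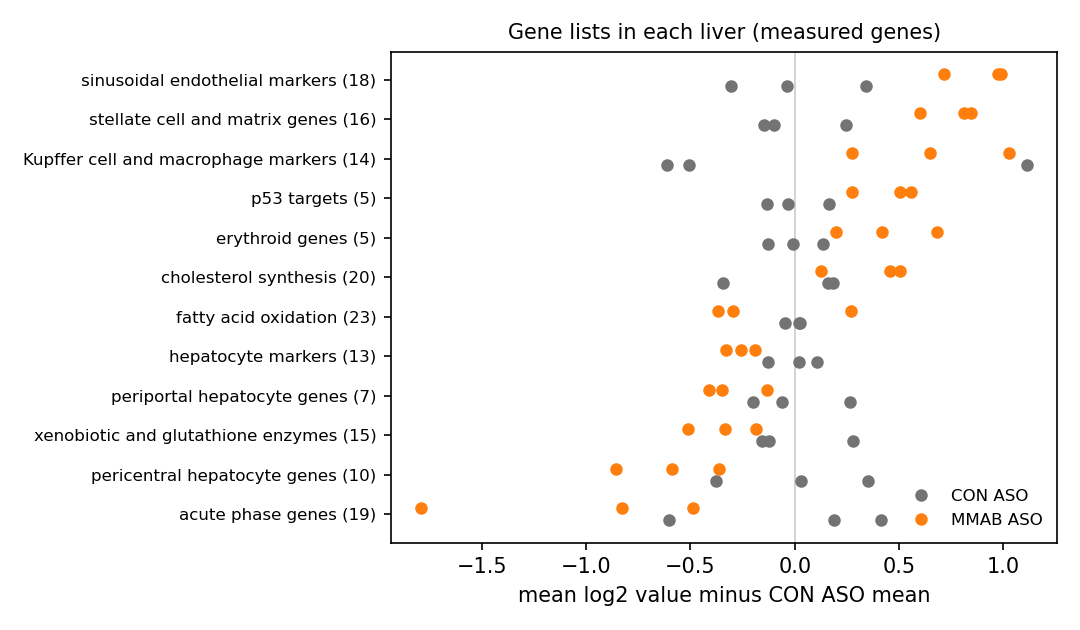
Mean of each gene list in each liver, as the log2 value minus the mean of the CON ASO livers (horizontal axis), for lists of 3 or more measured genes with an adjusted p under 0.05 from camera with the preset correlation, none of which passed with the estimated correlation or with fry. Points are single livers of mice treated with CON ASO (grey) or MMAB ASO (orange), and the number of measured genes follows each name. For endothelial markers the MMAB ASO livers lie between 0.72 and 0.99, and for Kupffer cell and macrophage markers CON ASO replicate 1, at 1.11, lies above them.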

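Liver RNA of 6 male C57BL/6J mice fed a chow diet was sequenced, 3 treated with CON ASO and 3 with MMAB ASO. An antisense oligonucleotide (ASO) pairs with its target mRNA and lowers its level. The mice were 8 weeks old at the start, received 50 mg/kg once a week for 6 weeks, and were sacrificed 48 h after the last injection. The methods give an overnight fast as the rule for mouse studies, unless stated otherwise. The libraries of each group carry the replicate numbers 1, 2 and 4. Ribosomal RNA was depleted before the libraries were made, and the methods and the sample labels name different Illumina instruments. The authors scaled the counts of each library to its total, added 0.0001 and took log2, and values are given here as CPM (counts per library scaled by the authors to a common total) on the linear scale. The deposited values carry no read totals. Steps between the lowest values give an estimate of 45.6, 55.4 and 50.9 M reads in CON ASO replicates 1, 2 and 4, and of 49.3, 46.2 and 44.7 M reads in MMAB ASO replicates 1, 2 and 4. Of the 21297 genes in the table, the 11565 with a mean of at least 1 CPM over the 6 libraries were tested on the deposited log2 values with limma, and p-values were adjusted by the Benjamini-Hochberg method. In simulations of this comparison with 3 libraries in each group, 8.46% of genes changed by 0.5 on the log2 scale passed an adjusted p of 0.05, as did 61.5% of those changed by 1 and 94.0% of those changed by 2. The simulated genes varied independently of each other and 200 were changed each time, so the rates in these livers may differ.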

To ascertain the mechanism by which loss of MMAB may affect LDLR expression in vivo, we next performed RNA-seq analysis in the livers of mice treated with MMAB ASO or CON ASO. Knockdown of MMAB significantly upregulated many SREBP2-responsive genes involved in the cholesterol biosynthetic and mevalonate pathways, including *Mvk* and *Hmgcr* (Fig. 7e–g and Supplementary Data 6). 

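Of 20 genes of cholesterol synthesis, 15 had a positive log2 fold change in MMAB ASO livers, and the mean of all 20 was 0.36. The groups overlapped in the mean of the list, taken against the CON ASO mean. MMAB ASO replicate 1, at 0.13, lay below CON ASO replicates 1 (0.18) and 4 (0.16), and CON ASO replicate 2 was lowest at -0.34. MMAB ASO replicates 2 and 4, at 0.46 and 0.51, lay above all CON ASO livers. At an adjusted p under 0.05 from limma, 3 of the genes were higher and none was lower. With p-values adjusted over the list alone, 5 were higher, which is not independent evidence since part of the list is in Fig. 7f. *Fdps*, at a log2 fold change of 0.82 (standard error 0.21, adjusted p = 0.0467 from limma), passed in 1 of the 6 fits that left out 1 library, the one without MMAB ASO replicate 1, where its adjusted p was 0.0404. *Lss*, at 0.68 (standard error 0.17, adjusted p = 0.0475), passed in 2 of these fits, those without CON ASO replicate 1 or MMAB ASO replicate 2. Neither gene passed without a filter, under median-ratio scaling or quantile normalization, or with no trend in the variance prior (adjusted p from 0.0596 to 0.103). *Lss* also failed with the filter at a mean of 5 CPM (0.0636) and with the replicate number as a block (0.0670), and *Fdps* under protein-coding sum scaling (0.0501). *Mvk* (log2 fold change 0.55), *Idi1* (0.75), *Sqle* (0.74), *Mvd* (0.71), *Nsdhl* (0.50), *Pmvk* (0.48) and *Acat2* (0.28) did not pass. Without CON ASO replicate 2, *Sqle* was at 0.28 and *Nsdhl* at 0.17, and without MMAB ASO replicate 4 *Mvd* was at 0.44. *Cyp51* was at 0.20, and at -0.10 without CON ASO replicate 2.

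**Figure D3:**
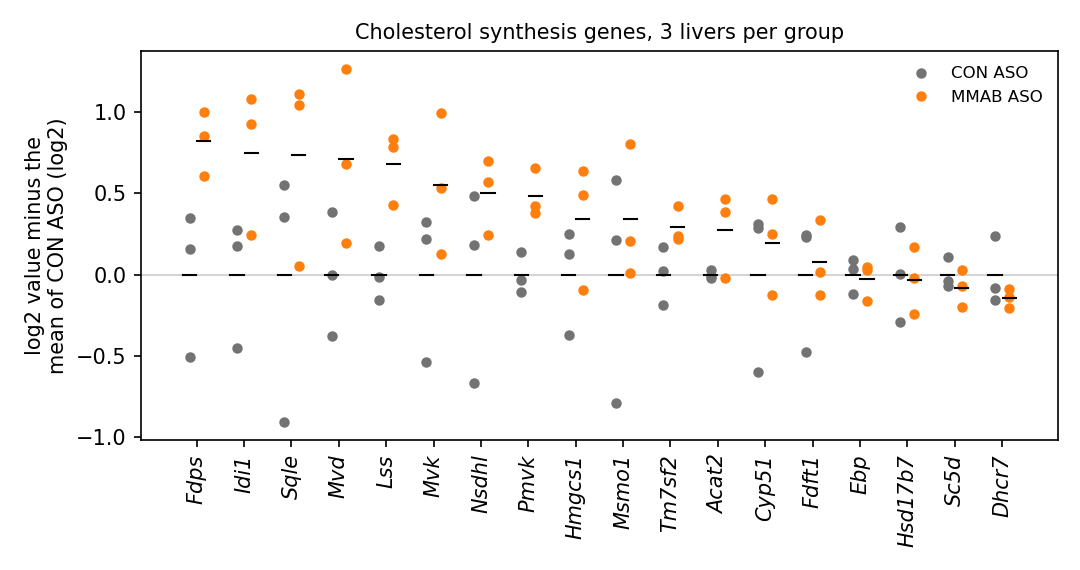
Genes of cholesterol synthesis reported here in livers of mice treated with CON ASO (grey) or MMAB ASO (orange), as the log2 value minus the mean of the CON ASO livers (vertical axis), in order of the log2 fold change. Points are single livers and lines are means of 3 livers. The means of MMAB ASO livers run from 0.82 for *Fdps* to -0.14 for *Dhcr7*.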

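*Srebf2* (log2 fold change 0.29) and *Npc1* (-0.13) did not differ detectably between the groups. *Lpin1*, which also responds to SREBP2, was higher by a log2 fold change of 1.37 (standard error 0.31, adjusted p = 0.0325 from limma), but not without MMAB ASO replicate 4, where its adjusted p was 0.108, nor without a filter, under 3 other scalings or with no trend in the variance prior (0.0761 to 0.110). Against all other genes the cholesterol synthesis list was higher at p = 3.78e-04 from camera, a tool of limma, with a preset correlation of 0.01 (adjusted over all lists, 0.00151). With the correlation estimated from the list, 0.456, camera gave p = 0.28, and fry, which tests the list on its own, gave p = 0.155, so neither passed. With the estimated correlation none of the 28 lists with a measured gene passed an adjusted p of 0.05. Without CON ASO replicate 2, which had the lowest mean of the list, the mean log2 fold change of the 20 genes was 0.19 and camera with the preset correlation gave p = 0.0388, which did not pass once adjusted over all lists (adjusted p = 0.0728). A list of 10 other SREBP2-responsive genes had a mean of 0.29 and did not pass (adjusted p = 0.23 from camera). From the RNA-seq the paper states that many SREBP2-responsive genes of cholesterol synthesis rose on knockdown, *Mvk* among them.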

Similar results were obtained at the protein level (Fig. 7d). To determine whether the siMMAB-mediated increase in SREBP2-responsive genes was due to the inhibition of cholesterol biosynthesis, we next measured HMGCR activity in the livers of mice treated with MMAB or CON ASO. Consistent with our in vitro data, knockdown of MMAB significantly reduced HMGCR activity (Fig. 7h), suggesting that MMAB may increase hepatic LDLR expression by negatively regulating cholesterol biosynthesis.

Increased expression of hepatic LDLR expression is considered beneficial for reducing plasma cholesterol and atherosclerosis. To assess whether loss of MMAB alters circulating plasma cholesterol, we next treated Western-diet fed *Apobec1*^*−/−*^*Ldlr*^*+/−*^ mice, which display a LDL-dominant lipoprotein profile^37,38^, with 5 mg/kg LNA MMAB or a scrambled control LNA (LNA control) (Supplementary Fig. 8k) for 2 weeks. Twenty-four hours after the last injection, mice were sacrificed and plasma and livers collected for cholesterol and gene expression analysis. As shown in Supplementary Fig. 8l–n, treatment with LNA MMAB significantly decreased hepatic MMAB levels at the mRNA and protein level, without altering body weight. The protein levels of LDLR and other SREBP2-mediated genes, including CYP51A and DHCR24, were also slightly, but significantly increased (Supplementary Fig. 8n). Furthermore, knockdown of MMAB significantly reduced hepatic sterol content (Supplementary Fig. 8o), in accordance with our in vitro findings and the reduction in HMGCR activity found in wild-type mice treated with MMAB ASO (Fig. 7h). While MMAB LNA treatment significantly increased hepatic LDLR expression, total plasma cholesterol levels and HDL-C levels were unchanged (Supplementary Fig. 8p–q). When we analyzed fasting plasma lipid levels by FPLC, however, LDL-C levels tended to be reduced (Supplementary Fig. 8r). Collectively, these studies suggest that MMAB regulates LDLR expression and activity in vivo, most likely through the MMA-mediated inhibition of HMGCR activity, reduction in cholesterol biosynthesis and subsequent upregulation of SREBP2-mediated gene expression (Fig. 8a, b).

**Fig. 8:**
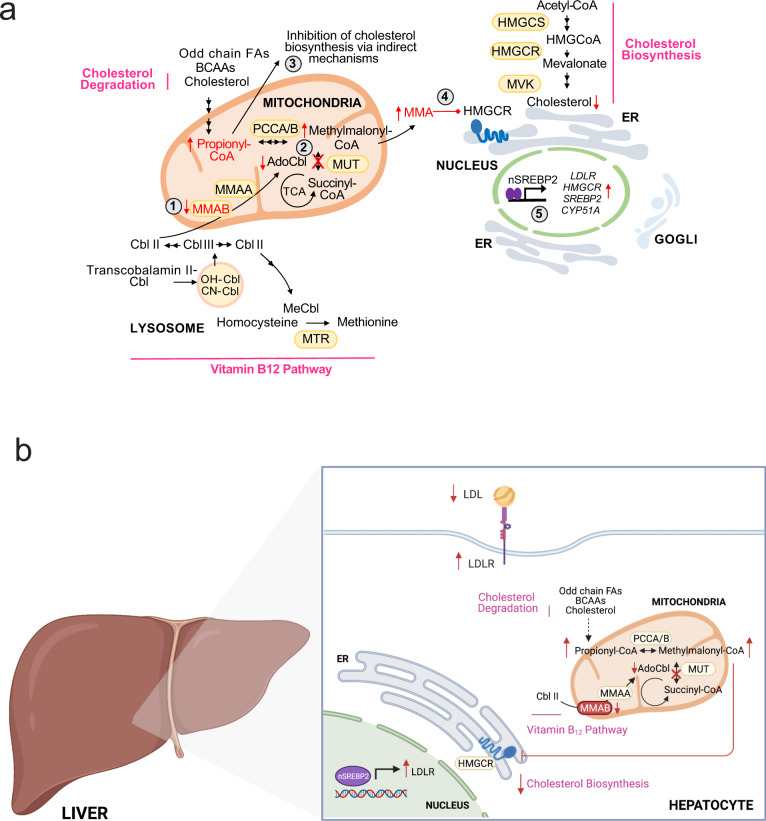
Feedback control of cholesterol biosynthesis through modulation of adenosylcobalamin metabolism. **a** Schematic showing negative feedback regulation of cholesterol biosynthesis by MMAB. Loss of MMAB leads to reduced conversion of cob(I)alamin to AdoCbl (**1**), which impairs the function of methylmalonyl-CoA mutase (MUT) activity and results in the incomplete breakdown of certain amino acids, cholesterol and odd-chain fatty acids (**2**). This defect leads to the accumulation of propionic acid, which reduces cholesterol biosynthesis through indirect mechanisms (**3**), and the accumulation of methylmalonic acid, which reduces cholesterol biosynthesis by inhibiting HMGCR (**4**). Sterol depletion leads to the subsequent upregulation of SREBP2-mediated gene expression (**5**), thereby providing an additional control point by which cholesterol biosynthesis is regulated by its end product. BCAAs branched chain amino acids, FAs fatty acids, MMA methylmalonic acid. **b** Schematic showing the role of the adenosylcobalamin pathway in regulating hepatic LDLR expression and circulating LDL-C levels.

## Discussion

While many significant advances have been made in understanding the balance between cholesterol synthesis and transport, several issues warrant further characterization. In particular, the physiological functions of various proteins involved in LDL-C trafficking and regulation have yet to be uncovered and there is an apparent need to study the orchestration of sterol balance in key cells that are relevant for whole-body cholesterol metabolism, particularly hepatocytes and enterocytes^8,10,11^. Moreover, the molecular interactions of already identified LDL-C regulating factors, as well as the subsequent events that direct cholesterol homeostasis on a functional level are poorly understood^39^. With the aim to comprehensively dissect the genes and pathways that regulate LDLR activity, we employed an unbiased, systemic functional genomic strategy that combined RNAi with our previously developed high-throughput screening assay for DiI-LDL-cholesterol uptake^21^ and genome-wide expression profiling in Huh7 cells. Among the validated regulators of LDLR activity, we found enrichment for factors with established (HMGCR, SREBP2, PCSK9)^12,20^ roles in regulating cellular cholesterol homeostasis and LDLR activity. Intriguingly SNPs in *HMGCR* and *PCSK9* have previously been reported as causative for imbalanced LDL-C levels that predispose individuals to CVD^40^. Moreover, given that PCSK9 is a SREBP2-target gene^41^, it is likely that knockdown of *SREBP2* led to increased DiI-LDL uptake by reducing PCSK9 expression.

Aside from the classical regulators of cholesterol homeostasis, our results confirm and extend previously less well-described regulators of LDLR activity. For example, knockdown of MAP3K1 (Supplementary Data 1) reduced LDLR activity, consistent with its role as a transcriptional activator of LDLR by SREBP2 ^42^. Additionally, our RNAi screen identified COPB1 as a negative regulator of DiI-LDL-cholesterol uptake (Supplementary Data 1). COPB1 is a protein subunit of the coatomer complex and has previously been implicated in the processing, activity, and recycling of the LDLR^39^. Taken together, these results demonstrate that our genomic approach identified candidates with a direct role in regulating LDLR activity or indirect role by modulating cholesterol homeostasis through SREBP2. As such, although the molecular roles of the other top candidate genes identified in our genomic screen remain to be determined, the likelihood that they represent regulators of LDLR activity is high.

From the candidates validated in our functional genomic screens, we initially focused on MMAB and provide multiple lines of evidence for its role in regulating LDLR activity and cholesterol homeostasis. Intriguingly MMAB is located in a head-to-head conformation with MVK and contains several conserved NFY and SREBP2-binding sites^24^. Consistent with previous studies, here, we demonstrate that MMAB expression is modulated by intracellular cholesterol levels in vitro and in vivo. Moreover, we also demonstrate that MMAB promoter activity is activated by SREBP2, similarly to MVK, thereby establishing MMAB as a valid SREBP2-target gene. Intriguingly, genome-wide profiling in Huh7 cells also revealed that other members of the vitamin B_12_ pathway were modulated by intracellular cholesterol levels (*TCN1*, *LMBRD1*, *MUT*, and *MMAA*; Supplementary Data 2), suggesting that the cobalamin and cholesterol biosynthetic pathway are tightly linked.

Our high-throughput RNAi screen demonstrated that loss of MMAB leads to increased LDLR expression and activity. Importantly, these findings were validated using several different RNAi technologies (pooled RNAi screen, deconvolution screen, independent siRNA library, antisense oligonucleotides, and GapMers), in multiple cell lines (human and mouse hepatocytes), and in vivo (C57BL/6 and *Apobec1*^*−/−*^; *Ldlr*^*+/−*^ mice). Mechanistically, siMMAB-mediated increases in LDLR activity were due to reductions in cholesterol biosynthesis and subsequent upregulation of SREBP2-mediated gene expression. While knockdown of MMAB caused a relatively small reduction in intracellular cholesterol levels (~20%), these results are consistent with cholesterol homeostasis being tightly regulated. Indeed, a 5% depletion of ER-cholesterol content is sufficient to induce SREBP2 transport from the ER to the Golgi, SREBP2 cleavage and transcriptional activation of SREBP2-responsive genes (LDLR)^43^.

How could a gene involved in vitamin B_12_ synthesis alter cholesterol biosynthesis and SREBP2-mediated gene expression? Loss of MMAB function leads to a reduction in adenosylcobalamin synthesis, a cofactor for the mitochondrial enzyme, MUT, which catalyzes the isomerization of methylmalonyl-CoA to succinyl-CoA. Deficiencies in *MUT* or *MMAB* lead to elevated levels of propionic acid and methylmalonic acid in the inherited metabolic disorder methylmalonic aciduria^29^. Intriguingly, we were able to phenocopy the effects of MMAB knockdown on cholesterol metabolism with propionic acid and methylmalonic acid in vitro—e.g. propionic and methylmalonic acid increased SREBP2-mediated gene expression and LDLR activity in Huh7 cells. In support of this, intracellular cholesterol levels and LDLR expression and activity were also significantly altered in primary human fibroblasts from patients with methylmalonic aciduria. Interestingly, the mitochondrial dysfunction caused by the lack of *MUT* activity can result in the accumulation of hepatic neutral lipids and mild/moderate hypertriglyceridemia^44,45^. Moreover, some patients with methylmalonic aciduria have been reported to have low post-prandial circulating HDL-C levels^44^, in support of previous GWAS studies identifying *MMAB* as a susceptibility gene influencing HDL-C levels in humans^27^.

While the role for propionate in regulating cholesterol homeostasis in vivo is mixed^46–50^, our results are consistent with reports demonstrating a role for propionate in regulating hepatic cholesterol biosynthesis^49,50^ and plasma levels of total cholesterol in rodents^46,49,50^ and humans^51^. In particular, Hara et al.^50^ demonstrated that rates of hepatic cholesterol biosynthesis were decreased in rats fed a diet rich in SCFAs compared to fiber-free-fed controls. Interestingly, plasma levels of total cholesterol were also significantly reduced and negatively correlated with levels of portal plasma propionate (~250 µM) 5 h post-SCFA-feeding^50^. While the role of acetate and butyrate in mediating SCFA-mediated reductions in hepatic cholesterol biosynthesis cannot be ruled out, our findings suggest that the SCFA-mediated reductions in total plasma cholesterol may be due to SREBP2-mediated upregulation of hepatic LDLR.

The mechanism by which propionate reduces cholesterol biosynthesis remains to be determined, Initially, we hypothesized that propionic acid may reduce cholesterol biosynthesis by inhibiting HMGCR, the rate-limiting enzyme of cholesterol biosynthesis. Increasing doses of propionate (10 μM−100 mM), however, did not alter HMGCR activity in isolated murine hepatic microsomes, despite reducing ^14^C-acetate incorporation into cholesterol at physiologic concentrations (100 μM)^32,33,46^ in human hepatic (Huh7) cells. As such, inherent differences may exist in the regulation of cholesterol biosynthesis between primary human and rodent hepatocytes and/or cultured cell lines. Indeed, supraphysiologic concentrations (10−20 mM) of propionate are needed for 50% inhibition of cholesterol biosynthesis in primary human hepatocytes, in contrast to primary rat hepatocytes which achieve 50% inhibition with 100 μM propionate^30^. Alternatively, it is possible that propionate’s cholesterol-lowering effects are due to AMPK-mediated inhibition of HMGCR, given the effect of short-chain fatty acids on AMPK activation^52^.

We next sought to determine how methylmalonic acid affects LDLR expression and activity. Intriguingly, we found that methylmalonic acid was able to significantly reduce HMGCR activity by ~50% at concentrations as low as 50 μM. These findings are consistent with our in vivo studies (which demonstrate that loss of MMAB in mice results in a marked increase in plasma and hepatic methylmalonic acid levels and subsequent reduction in hepatic HMGCR activity and sterol content), and in line with other studies suggesting the importance of methylmalonic acid in regulating lipid metabolism. For example, in rat cerebral cortex and liver, 5 mM MMA was recently shown to reduce ^14^C-acetate incorporation into total lipids^53,54^. Moreover, chronic administration of methylmalonic acid (plasma concentrations of ~2 mM) to Wistar rats markedly reduced plasma triglyceride levels and cerebral myelin content. While these results highlight the underappreciated role of methylmalonic acid in regulating lipid metabolism, no changes were observed in circulating plasma cholesterol levels or total cholesterol content in the rat cerebellum. Given the differences in lipoprotein metabolism between rodents and humans, further studies are warranted to dissect the effects of methylmalonic acid on hepatic cholesterol biosynthesis, LDLR expression and circulating LDL-C levels in vivo. Indeed, we were only able to detect differences in plasma LDL-C when we inhibited MMAB expression in Western-diet fed *Apobec1*^*−/−*^;*Ldlr*^−*/+*^ mice.

Collectively, this study highlights a previously unidentified link between AdoCbl and cholesterol metabolism (Fig. 8a, b). In mammals, vitamin B_12_ is acquired through dietary uptake and is processed into its cofactor forms, methylcobalamin (MeCbl) and AdoClb. Interestingly, MeCbl (a cofactor for 5-methyltetrahydrofilic acid (MTHF)-dependent methionine synthase) has previously been linked to the regulation of SREBP stability through decreased *S-*adenosylmethionine (SAMe) and subsequent reductions in phosphatidylcholine (PC)^55^. Specifically, Walker et al.^55^ identified a conserved negative feedback circuit whereby SREBP1 controls genes in the one-carbon cycle to produce SAMe, maintain PC levels and affect its processing and nuclear accumulation. Here, we describe a separate feedback loop whereby SREBP2 regulates MMAB expression to control AdoCbl production, intracellular propionate and methylmalonic acid levels, SREBP2-mediated gene expression and LDLR activity (Fig. 8). In line with this, other genes affecting AdoCbl levels were also identified in our genome-wide screen, including *CLYBL* (Supplementary Data 1), a ubiquitously expressed mitochondrial enzyme that operates as a citramalyl-CoA lyase in mammalian cells^56^. Shen et al. recently demonstrated that loss of CLYBL leads to a defect in *MUT* activity through itaconyl-CoA-mediated reductions in AdoCbl. As CLYBL deficiency leads to increased levels of propionic acid and methylmalonic acid^56^, it is plausible that decreased levels of CLYBL led to increased LDLR activity in our screen due to altered levels of propionate and/or methylmalonic acid and SREBP2-mediated increases in LDLR expression.

In conclusion, our studies unequivocally establish a role for MMAB in regulating LDLR activity and cholesterol metabolism, providing an additional control point by which cholesterol biosynthesis is regulated by its end product. Importantly, human genetic data suggest that MMAB has a prominent role in governing cholesterol metabolism in humans, as SNPs in the *MVK/MMAB* locus are strongly associated with altered levels of HDL-C, LDL-C, and CVD risk. Here we provide insight into the mechanism by which these variants might alter LDL-C in humans: by reducing MMAB activity, increasing methylmalonic acid accumulation, inhibiting HMGCR activity and cholesterol biosynthesis, increasing SREBP2-mediated gene expression, and consequently LDLR expression and activity **(**Fig. 8b). Further experiments are therefore warranted to dissect the contribution of these variants to altered lipid levels and CVD risk.

## Methods

### Cell culture

Age- and sex-matched fibroblasts from patients with methylmalonic aciduria due to *MUT* deficiency (*MUT* fibroblasts, #GM00050) and otherwise healthy individuals (WT fibroblasts, #GM05659) were obtained from the NIGMS Human Genetic Cell Repository (Coriell Institute for Medical Research). According to the DHHS Office for Human Research Protections (OHRP) Guidance on Research Involving Coded Private Information or Biological Specimens, biospecimens obtained from NIGMS are not considered to be human subjects because the research conducted with these samples does not involve intervention or interaction with the individuals and all samples do not contain identifiable private information (45 CFR 46.102(f)). Therefore, experiments conducted with these fibroblasts did not require approval from the Yale HRPP (HRPP Policy 440.1).

The human hepatocellular carcinoma cell line, Huh7 (JCRB Cell Bank JCRB0403), and mouse hepatic cell line (Hepa1–6; ATCC CRL-1830) were a kind gift from Dr. Edward Fisher (NYU School of Medicine). HeLa cells were purchased from ATCC (ATCC CCL-2). Huh7, Hepa, and HeLa cells were maintained in Dulbecco’s modified Eagle medium DMEM) (Corning #10-013-CV) containing 10% (v/v) FBS (Sigma #12306C) and 2% (v/v) penicillin-streptomycin (Gibco #15140122) in 100 mm dishes at 37 °C and 5% CO_2_. Cells were split every 3 days. Before performing experiments all cell lines were authenticated by morphology check at high and low plating densities, growth curve analyses, and periodic assessment of mycoplasma infection. WT and *MUT* primary human fibroblasts were maintained in DMEM containing 20% (v/v) FBS and 2% (v/v) penicillin-streptomycin in 100 mm dishes at 37 °C and 5% CO_2_ prior to experimentation; all studies were performed within 2–3 passages. For DiI-LDL uptake/binding experiments, gene expression analysis and sterol/metabolite measurements, cells were cultured in DMEM containing 10% LPDS as described below. LPDS was prepared from FBS delipidated with 4% fumed silica (Sigma #S5505)^57^. Human LDL was isolated and labeled with the fluorescent probe DiI as previously reported^58^. 1,1ʹ-Dioctadecyl-3,3,3,3ʹ-tetramethylindocarbocyanineperclorate (DiI) was purchased from Sigma (#468495).

### RNAi screen

All steps of the genome-wide screen, including reverse transfection and image acquisition and analysis, were performed at the NYU RNAi Core Facility (NYU School of Medicine).

#### Reverse transfection, fixation and staining

Huh7 cells were reverse transfected in triplicate with a total of 65,058 siRNAs targeting 21,686 genes (Ambion^TM^ *Silencer* Human Genome siRNA library V3) in Corning 384-well flat clear-bottom black plates (Fisher Scientific) using a standard reverse transfection protocol as we previously described^21^. Briefly, Huh7 cells (5000 cells/well in 30 µl of DMEM media containing 10% LPDS) were seeded into a well containing 30 µl of transfection mix (25 µl of Opti-MEM™ medium (ThermoFisher #31985070), 0.07 µl RNAi Max (Invitrogen #13778150), and 5 µl of 0.3 µM siRNA). 20 µl of fresh LPDS media was added to all wells 12 h post transfection, giving a final siRNA concentration of 18 nM. Forty-eight hours later, cells were incubated with 10 µl of fresh LPDS containing 30 µg of DiI-LDL-cholesterol/ml for 8 h at 37 °C. Following incubation, cells were washed twice with 1× PBS and fixed with 4% PFA (w/v) pH 7.4 in 1× PBS for 15 min. After three subsequent washes with 1× PBS (Gibco #14190-144), cells were incubated with PBS containing 1 µg/ml Hoechst (Invitrogen #H3570) for 25 min. Before scanning, a final wash with 1× PBS was performed and plates were spun down to minimize contaminants when imaging with the automated microscope. All liquid handling steps, including seeding, DiI-LDL incubation, fixation, washing, and Hoechst incubation, were performed using a Wellmate Microplate Dispenser (Matrix Technologies) and BioTek Plate Washer (PerkinElmer). The triplicate screen consisted of 15 384-well plates and was completed over the course of 4 days.

#### Image acquisition and analysis

Automated high content and throughput images were acquired using an Arrayscan VTI HCS Reader (Thermo Scientific) with a Zeiss ×10 objective as we previously described^21^. 384-well plates were loaded onto the microscope using a Catalyst Express robotic arm and imaged overnight. In each well, cell nuclei and DiI-LDL intensities were imaged in five pre-defined fields. Image data were analyzed using BioApplication’s Target Activation V3 image analysis software (Thermo Scientific). Briefly, nuclei were first identified on the Hoechst stain (Channel 1). Following this, cell boundaries were estimated using the geometric segmentation method and used to calculate DiI intensity (Channel 2) within each cell. In total, valid object count, mean average intensity, and total average intensity of DiI were recorded for each field.

#### Hit classification

siRNAs were scored based on their ability to significantly increase or decrease DiI intensity compared to negative controls. Cytotoxic siRNA overexpression phenotypes were filtered for hit classification by excluding wells in which fewer than 500 cells were identified as valid objects. In addition, validated internal controls, including non-silencing (NS) siRNA (Dharmacon siGENOME non-targeting control pool #2, #D-001206-14-20), siLDLR (Dharmacon siGENOME SMARTPool, #M-011073-01-0020), and siNPC1 (Dharmacon siGENOME SMARTPool, #M-008047-01-0020), as well as the negative control siRNAs and siRNA KIF11 (Life Technologies), were used on each plate to monitor transfection efficiency. Mean average intensities of each well were normalized to plate medians and converted to robust *z* scores using MATLAB, as previously described^59^. Robust *z* scores were compared between each plate replicate and the mean of each score was calculated and used to rank potential candidates. Those siRNAs that had a robust *z* score of ≤–2.0 and ≥2.0 (1491 hits) were chosen for further characterization. To narrow down candidate siRNA genes for the deconvolution screen (see below), hits were subjected to several screening passes (Fig. 1a). Briefly, candidates were chosen based on whether their expression was significantly modulated by intracellular cholesterol levels (Affymetrix arrays) and/or whether they had SNPs that were previously linked to alterations in plasma cholesterol/CVD risk (250 hits).

### Deconvolution screen

To validate candidates from the primary RNAi screen, 250 candidate genes were subjected to a second microscope-based screening assay with three individual siRNAs from the initial siRNA pool used in the primary RNAi screen (Ambion^TM^ *Silencer* Human Genome siRNA library). After confirming efficient transfection efficiency, mean average intensities of each well were normalized to plate medians and converted to robust *z* scores using MATLAB, as previously described^59^. Robust *z* scores were compared between each plate replicate and the mean of each score was calculated and used to rank potential candidates. Those siRNAs that produced a similar phenotypic effect as in the primary RNAi screen and had a robust *z* score of ≤–1.6 and ≥1.6 were considered validated “hits” (160 of the original 250 genes analyzed, 64%).

### Secondary screening assay with Dharmacon library

To further validate candidates from the primary and deconvolution screen, a subset of candidate genes was subjected to a third microscope-based screening assay with a pool of siRNAs from Dharmacon (ON-TargetPlus SMARTPools). siRNAs were spotted onto 384-well plates and screened in an identical format as the primary and deconvolution screen. A non-silencing (NS) siRNA (ON-TargetPlus non-targeting pool #D-001810-10-20), siLDLR (ON-TargetPlus SMARTPool L-011073-00-005), and siNPC1 (ON-TargetPlus SMARTPool #L-008047-00-0005) were used as negative and positive controls for the assay. Mean average intensities of each well were normalized to plate medians and converted to robust *z* scores using MATLAB as described above. Robust *z* scores were compared between each replicates and the mean of each score was calculated and used to rank potential candidates. Those siRNAs that produced a similar phenotypic effect (robust *z* score of ≤–1.6 and ≥1.6) as in the primary RNAi screen were selected for further analysis.

### Affymetrix arrays

Huh7 cells were cultured in DMEM containing 10% FBS and 120 μg/ml nLDL (to cholesterol enrich), 5 μM statin (to cholesterol deplete, Sigma #S6196) or vehicle control for 24 h. Following this, cells were harvested in Trizol (Invitrogen #15596026) and RNA was purified using the RNeasy Isolation Kit (Qiagen #74104). The purity and integrity of total RNA was verified using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA) and hybridized to the Affymetrix GeneChip Human Genome U133 Plus 2.0 Array according to the manufacturer’s instructions. Two biological replicates for each condition were used for microarray analysis. Raw data were normalized and analyzed by GeneSpring GX software version 11.5 (Agilent Technologies). mRNAs showing altered expression with nLDL/statin treatment compared to control were identified using unpaired two-sided Student’s *t* test (*P* ≤ 0.05, FC ≥ 1.1 or ≤–1.1). Functional annotation clustering of up- and downregulated genes was performed using DAVID (see below).

### Bioinformatics analysis of top candidates from primary screens

Functional annotation clustering and enrichment scoring of the 7990 genes from the Affymetrix arrays were performed using DAVID v6.8 (http://david.abcc.ncifcrf.gov). “High” classification stringency settings yielded 153 functional annotation clusters (*P* ≤ 0.05*)* (Supplementary Data 2). In another set of analyses, we took the top 250 candidate genes identified in the primary RNAi screen and Affymetrix arrays and uploaded them into the Molecular Signature Database (http://software.broadinstitute.org) to find enriched GO terms (FDR *q* value = 0.001). Functional annotation clustering of these 250 genes was then performed using DAVID and used to identify functional interactions between candidate genes using STRING v9.05 (http://string-db.org). Enrichment maps of DAVID and STRING outputs were made using MATLAB, the Cytoscape plugin (v3.4) and EnrichmentMap plugin (v3.0) as previously described^60,61^. Smaller annotation clusters and unconnected genes were left out of some visualization networks due to space constraints.

### siRNA transfections

For siRNA transfections, Huh7 cells were plated in six-well plates or 100 mm dishes and transfected with 20–60 nM of siRNAs against MMAB (ON-TargetPlus SMARTPool #L-015137-00-0005), MUT (ON-TargetPlus SMARTPool #L-008429-00-0005), MVK (siGENOME SMARTPool #M-006749-00-0005), and corresponding negative control siRNAs (ON-TARGETPlus non-targeting pool #D-001810-10-20 or siGENOME non-targeting control pool #D-001206-14-20) for 48–60 h in Opti-MEM™ medium using RNAimax (Invitrogen) according to the manufacturer’s instructions as previously described^62^. Following 12 h of transfection, DMEM media containing 10% LPDS and 2% penicillin-streptomycin was added and cells were incubated at 37 °C and 5% CO_2_ for an additional 12–48 h. For those cells simultaneously transfected with an siRNA against MMAB (40 nM) and MUT (40 nM), cells were compensated with an equal amount of NS siRNA (40 nM) in the single-transfection groups to control for off-target effects (total siRNA concentration per well, 80 nM). In another set of experiments, Hepa cells were transfected with 50 nM of four different antisense locked nucleic acid (LNA)^TM^ GapmeRs against MMAB (Exiqon #300600) or scrambled control (Exiqon #300610) for 72 h. Verification of knockdown was assessed by western blotting and/or qRT-PCR analysis as described below.

### MUT fibroblasts

WT and *MUT* fibroblasts were plated in six-well plates and cultured in DMEM supplemented with 10% (v/v) LPDS for 24 h. Following incubation, cells were washed once in 1× PBS, RNA and protein extracted and gene expression assessed as described below. In another set of experiments, WT and *MUT* fibroblasts were cultured in six-well plates with 10% (v/v) LPDS for 24 h and incubated with 30 μg/ml DiI-LDL for 2 h at 37 °C; DiI-LDL uptake was assessed by immunofluorescence and FACS as described below. In another set of experiments, WT and *MUT* fibroblasts were plated in 100 mm dishes and cultured in DMEM supplemented with 10% (v/v) LPDS for 24 h; sterol content and relative levels of metabolites were measured as outlined below.

### Propionic and methylmalonic acid studies

For propionic acid studies, Huh7 cells were cultured in DMEM supplemented with 10% (v/v) LPDS for 24 h and incubated in culture media containing 5 μM statin, the indicated doses of propionic acid sodium salt (Sigma #P5436) or vehicle control (ethanol) for an additional 24 h. For methylmalonic acid studies, Huh7 cells were cultured in Opti-MEM™ with RNAiMAX (ThermoFisher) for 24 h to enhance uptake of methymalonic acid. After this pretreatment, cells were incubated in DMEM containing 10% (v/v) LPDS containing the indicated doses of methylmalonic acid (Sigma #M54058), 5 μM statin or vehicle control (ethanol) for an additional 24 h. Following treatment, gene expression, LDLR activity, total sterol content, and/or ^14^C-acetate incorporation into cholesterol were assessed as described. In another set of experiments, cells were pretreated with 10 μM S1P inhibitor (PF-429242; Sigma #SML0667) for 2 h prior to addition of statin or propionate; gene expression was assessed as described below.

### LDL receptor activity assays

In one set of experiments, Huh7 cells were transfected in six-well plates with 40 nM of an siRNA against MMAB or NS control siRNA in DMEM containing 10% (v/v) LPDS for 48 h as described above. In another set of experiments, Huh7 cells were incubated in 10% (v/v) LPDS for 24 h and then treated with the indicated doses of statin, propionic acid, methylmalonic acid or ethanol (vehicle control) for an additional 24 h. Following treatment, cells were washed once in 1× PBS and incubated in fresh media containing DiI-LDL (30 μg cholesterol/ml) for 2–8 h. Non-specific uptake was determined in extra wells containing a 50-fold excess of unlabeled native LDL (nLDL). For DiI-LDL uptake experiments, cells were incubated at 37 °C to allow for endocytosis and recycling of the LDLR (incubated for 8 h in screening optimization experiments and for 2 h at 37 °C for subsequent validation experiments)^57,58^. For DiI-LDL binding experiments, cells were washed once in ice-cold 1× PBS and incubated with DiI-LDL (30 μg cholesterol/ml) for 90 min at 4 °C to inhibit endocytosis and internalization of the LDLR^57,58^. At the end of the incubation period, cells were washed once in 1× PBS, resuspended in 1 ml of PBS and analyzed by flow cytometry (FACScalibur, Becton Dickinson) as previously described^63^. The results are expressed in terms of specific median intensity of fluorescence (M.I.F.) after subtracting autofluorescence of cells incubated in the absence of DiI-LDL. Representative gating strategies are provided in Supplementary Fig. 9.

### Fluorescence microscopy

For DiI-LDL uptake assays, Huh7 cells were grown on coverslips and transfected with 40 nM of an siRNA against MMAB or NS control siRNA in DMEM containing 10% (v/v) LPDS. Forty-eight hours post transfection, cells were incubated with DiI-LDL (30 μg/ml cholesterol) for 2 h at 37 °C as previously described^21^. Then, cells were washed twice with 1× PBS, fixed with 4% (w/v) PFA, and blocked (3% (w/v) BSA in 1× PBS) for 15 min. Following this, cells were washed twice and mounted on glass slides with Prolong-Gold (Cell Signaling Technologies #8961). All images were analyzed using confocal microscopy (Leica SP5 II) equipped with a ×63 Plan Apo Lenses. All gains for the acquisition of comparable images were maintained constant. Analysis of different images was performed using ImageJ (NIH) and Adobe Photoshop CS5. In another set of experiments, WT and *MUT* fibroblasts were grown in six-well plates containing DMEM with 10% (v/v) LPDS for 24 h. Following this, cells were incubated with DiI-LDL (30 μg/ml cholesterol) for 2 h at 37 °C and imaged using an EVOS digital inverted florescence microscope (AMG).

### RNA isolation and quantitative real-time PCR

Total RNA was isolated using TRIzol reagent (Invitrogen) and purified using the RNeasy isolation kit (Qiagen) according to the manufacturer’s protocol. 1 μg of total RNA was reverse transcribed using iScript RT Supermix (Bio-Rad #1708841), following the manufacturer’s protocol. Quantitative real-time PCR (qRT-PCR) analysis was performed in duplicate using iQ SYBR green Supermix (Bio-Rad #1708880) on an iCycler Real-Time Detection System (Bio-Rad). The mRNA level was normalized to GAPDH or 18S as a housekeeping gene. For mouse tissues, total liver RNA from C57BL6 and *Apobec1*^*−/−*^;*Ldlr*^–/+^ mice was isolated using the Bullet Blender Tissue Homogenizer (Next Advance) in TRIzol and purified using the RNeasy isolation kit (Qiagen). 1 μg of total RNA was reverse transcribed and gene expression assessed as above. Primer sequences are listed in Supplementary Table 1.

### RNA-seq

Total RNA from liver samples of mice treated with 50 mg/kg control ASO or MMAB ASO was extracted and purified using the RNeasy isolation Kit (Qiagen) according to the manufacturer’s instructions and treated with DNAse to remove genomic contamination (RNA MinElute Cleanup, Qiagen). With the technical support of the Yale Center for Genome Analysis, the purity and integrity of total RNA was verified using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA). rRNA was depleted from the RNA samples using Ribo-Zero rRNA Removal Kit (Illumina). RNA libraries were made using TrueSeq Small RNA Library preparation (Illumina) and were sequenced for 45 cycles on Illumina HiSeq 2000 platform (1 × 100 bp read length). Using the PartekFlow® software, version 8.0.19.0405 (Partek, Inc., St. Louis, MO), the reads were aligned with the STAR algorithm to the mouse genome *mmu10*. The quantify to annotation model (Partek E/M) algorithm was used to estimate the transcript expression abundance. Counts were normalized using the recommended methods (Total count, Add 0.0001, Log2). 

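The lowest value of the deposited table, -13.29, is log2 of 0.0001, so a gene without reads stands there. Taken back to the linear scale, the genes of the table sum to 682884, 670260 and 674203 CPM in CON ASO replicates 1, 2 and 4, and to 659038, 665448 and 635147 in MMAB ASO replicates 1, 2 and 4. The total used by the authors therefore held reads outside the table, which has no mitochondrial genes. The gene annotated as ribosomal RNA *CT010467.1*, on chromosome 17 from 39846353 to 39848827, took 25994 CPM in CON ASO replicate 1 and 81353 to 112456 in the other 5 livers. Protein-coding genes took 57.0% of the total in CON ASO replicate 1 and 46.2% to 51.1% in the others. Scaling each library to the same sum over protein-coding genes instead, a choice made after these values were seen, gave 633 genes changed at an adjusted p under 0.05 from limma, 65.7% of them higher, against 473 genes and 45.7% on the deposited scale. Up to 20 reads, 66.2% to 67.3% of values in each library were whole multiples of its smallest step, to within 0.01 of the count, so the reads of many genes could not be recovered.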

To identify differential expression patterns, the Differential Gene Expression-GSA algorithm was implemented. A default *P* value ≤ 0.05 was considered statistically significant with a fold-change ≥ 1.5 for upregulated transcripts or ≤−1.5 for downregulated transcripts. Heat maps and principal component (PC) analysis plots were generated using Qlucore Omics Explorer v 3.2 (Qlucore AB, Lund, Sweden). Ingenuity Pathway Analysis Spring Release 2019 (Ingenuity Systems QIAGEN, Redwood City, CA, USA) was used to carry out pathway enrichment analyses for differentially expressed genes across samples.

### Western blot analysis

Unless otherwise stated, cells (confluent well of a six-well plate) and liver tissue (~50 mg) were lysed in ice-cold VJ lysis buffer containing 50 mM Tris-HCl, pH 7.5, 125 mM NaCl, 1% (v/v) NP-40, 5.3 mM NaF, 1.5 mM NaP, 1 mM sodium orthovanadate, 1 mg/ml of protease inhibitor cocktail (Roche #04693159001) and 0.25 mg/ml AEBSF (Roche #11427393103). Cell lysates were rotated at 4 °C for 30 min before the insoluble material was removed by centrifugation at 12,000 × *g* for 10 min. After normalizing for equal protein concentration, cell lysates were resuspended in reducing loading sample buffer, boiled for 5 min and separated by SDS-PAGE. Following overnight transfer of the proteins onto nitrocellulose or PVDF membranes, the membranes were blocked with 5% BSA (w/v) in wash buffer and probed with the following antibodies overnight at 4 °C: LDLR (Abcam #ab30532, 1:1000), MMAB (Novus #NBP1-86602, 1:1000), NPC1 (Novus #NB400-148, 1:500), HSP90 (BD Biosciences #610418, 1:1000), CYP51A (Proteintech #13431-1-AP, 1:500), ACTIN (Abcam #ab8227, 1:1000), and DHCR24 (Cell Signaling #2033, 1:1000).

For the detection of SREBP2, adherent cells were harvested with trypsin-EDTA and centrifuged at 300 × *g* for 5 min at 4 °C. Cells were then washed one time with ice-cold PBS, snap frozen in liquid nitrogen and stored at −80 °C until time of lysis. Following the addition of ice-cold SREBP lysis buffer containing 20 mM Tris-HCl pH 8, 120 mM KCl, 1 mM DTT, 1 mM EDTA, 2 mM EGTA, 0.1% Triton-X, 0.5% NP-40, 1 mM benzamidine HCl, 10 μg/ml Antipain, 1 μg/ml Leupeptin, 40 μg/ml Aprotinin, 100 mM NaF, 20 mM Na_2_MoO_4_, 20 mM β-glycerophosphate, 2 mM Na_3_VO_4_, 1 mM PMSF (Sigma #329-98-6), and 1 μg/ml caspase-3 inhibitor Ac-DMQD-CHO (Cayman Chemical #27103), samples were vortexed, briefly sonicated and passed through a 22G needle ten times. Lysates were then incubated on ice for 30–60 min (vortexing every 10 min) before the insoluble material was removed by centrifugation at 12,000 × *g* for 10 min at 4 °C. After normalizing for equal protein concentration, cell lysates were resuspended in reducing loading sample buffer, boiled for 5 min and separated by SDS-PAGE. Following overnight transfer of the proteins onto nitrocellulose or PVDF membranes, the membranes were blocked with 5% BSA (w/v) in wash buffer and probed with the following antibodies overnight at 4 °C: SREBP2 (BD Biosciences #557037, 1:500).

HMGCR was detected as previously described^64^ with the following modifications. Briefly, confluent cells of a six-well plate were harvested with trypsin-EDTA and centrifuged at 300 × *g* for 5 min at 4 °C. Cell pellets were then washed one time with ice-cold 1× PBS, snap frozen in liquid nitrogen and stored at −80 °C until time of lysis. Cell pellets were lysed in Buffer A containing 10 mM Tris-HCl pH 6.8, 1% (w/v) SDS, 100 mM NaCl, 1 mM EDTA and 1 mM EGTA with protease inhibitors. Lysates were incubated on ice for 30–60 min (vortexing every 10 min) before the insoluble material was removed by centrifugation at 12,000 × *g* for 10 min at 4 °C. After normalizing for equal protein concentration, lysates were mixed in a 1:1 ratio with Buffer B (62.5 mM Tris-Cl pH 6.8, 15% (w/v) SDS, 8 M Urea, 15% glycerol and 100 mM DTT) and reducing loading sample buffer, heated at 37 °C for 20 min and separated by SDS-PAGE. Following overnight transfer of the proteins onto nitrocellulose or PVDF membranes, the membranes were blocked with 5% non-fat milk (w/v) in wash buffer and probed with the following antibodies overnight at 4 °C: HMGCR (culture supernatant of the mouse hybridoma, A9 cell line [ATCC #CRL-1811], 1:10).

For detection of LDLR with an antibody from Cayman Chemical, cells were lysed in ice-cold LDLR lysis buffer containing 50 mM Tris-HCl (pH 6.8), 2.5 mM CaCl_2_, 1% (v/v) Triton-X 100, 5.3 mM NaF, 1.5 mM NaP, 1 mM sodium orthovanadate and 1 mg/ml of protease inhibitor cocktail (Roche). Cell lysates were rotated at 4 °C for 30 min before the insoluble material was removed by centrifugation at 12,000 x *g* for 10 min. After normalizing for equal protein concentration, cell lysates were resuspended in non-reducing sample buffer and separated by SDS-PAGE. Following overnight transfer of the proteins onto nitrocellulose membranes or PVDF, the membranes were blocked with 5% BSA (w/v) in wash buffer and probed with the following antibodies overnight at 4 °C: LDLR (Cayman Chemical #10007665; 1:1000). For detection of LDLR in tissues, ~50 mg of liver was homogenized in ice-cold VJ lysis buffer as described above. After normalizing for equal protein concentration, tissue lysates were resuspended in non-reducing sample buffer and separated by SDS-PAGE. Following overnight transfer of the proteins onto nitrocellulose or PVDF membranes, the membranes were blocked with 5% BSA (w/v) in wash buffer supplemented with 2 mM CaCl_2_ and probed with the following antibodies overnight at 4 °C: LDLR (SCBT #sc-18823; 1:200). After primary antibody incubation, membranes were washed and incubated with fluorescently labeled (Invitrogen #A10043, #A21057; 1:5000) or HRP-conjugated secondary antibodies (Cell Signaling Technologies #7074, #7076; 1: 5000) for 1 h at RT. Protein bands were visualized using the Odyssey Infrared Imaging System (LI-COR Biotechnology) or enhanced chemiluminescence (Pierce). Densitometry analysis of the gels was carried out using ImageJ software from the NIH (http://rsbweb.nih.gov/ij/).

### MMAB/MVK promoter assays

A ~1.4 kb insert of the MVK/MMAB promoter was purchased from GeneCopoeia (#HPRM12674-PG02) and subcloned into a PGL3 promoter vector (Promega #E1761) in the forward (MVK promoter) and reverse direction (MMAB promoter) using the SacI linker. The primer sequences used for cloning are listed in Supplementary Table 1. The LDLR promoter was purchased from Addgene (#14940). For overexpression assays, HeLa cells were co-transfected with 0.5 μg of the indicated promoter constructs, 0.01 μg of *Renilla* luciferase reporter plasmid (Promega), and 0.5 μg, 1 or 2 μg of nuclear SREBP2 (nSREBP2, Addgene #26807) or empty vector control (ThermoFisher #V79020) in 12-well plates using Lipofectamine 2000 (Invitrogen #11668019) according to the manufacturer’s instructions. After 24 h of transfection, luciferase activity was measured using the Dual-Glo Luciferase Assay System (Promega #E2940). *Renilla* luciferase activity was normalized to the corresponding firefly luciferase activity and plotted as a percentage of the control (cells co-transfected with the corresponding concentration of empty vector control) as previously described^65^. In another set of experiments, Huh7 cells were co-transfected with 0.5 μg of the indicated promoter constructs and 0.01 μg of *Renilla* luciferase reporter plasmid (Promega) in 12-well plates using Lipofectamine LTX/Plus Reagent (Invitrogen #15338100) according to the manufacturer’s instructions. Twelve hours following transfection, cells were incubated in DMEM media containing 20% FBS (v/v) and 60 μg/ml nLDL (to cholesterol enrich) or DMEM containing 10% LPDS (v/v)+ 5 μM statin (to cholesterol deplete). After 24 h of treatment, cells were collected and luciferase activity was measured as described above.

### Total sterol and cholesterol biosynthesis measurements

Huh7 cells were plated in 100 mm dishes and transfected with either 40 nM of a siRNA against MMAB (siMMAB) or non-silencing control siRNA (NS) in DMEM containing 10% (v/v) LPDS as described above. In another set of experiments, Huh7 cells were plated in 100 mm dishes in DMEM containing 10% (v/v) LPDS and treated with 100 μM propionic acid or vehicle control for 24 h as described above. Following treatment, cells were collected and lipids extracted and analyzed by GC-MS as previously described^66^. “Total sterols” were calculated as the sum of all sterols that could be detected. [1,2-^14^C]-acetate incorporation into cholesterol was determined in Huh7 cells treated with an siRNA against MMAB (siMMAB) or Huh7 cells treated with 100 μM propionic acid by HPLC as previously described^66,67^. In all experiments, an aliquot of cells was saved to determine MMAB knockdown by qRT-PCR as described above. Any replicate that did not achieve ≥80% knockdown was excluded. Hepatic sterol concentrations in mice were measured as previously described^68^.

### Global metabolite measurements

Untargeted global metabolic profiles were obtained in Huh7 cells and human fibroblasts by Metabolon (Durham, NC). Briefly, Huh7 cells were plated in 100 mm dishes and transfected with either 40 nM of siMMAB or NS control siRNA in DMEM containing 10% (v/v) LPDS as described above. In another set of experiments, WT and *MUT* fibroblasts were plated in 100 mm dishes containing DMEM with 10% (v/v) LPDS for 24 h. Following treatment, cells were washed three times with 1× PBS, snap frozen in liquid nitrogen and stored at –80 °C until subsequent analysis. An aliquot of cells was saved to determine MMAB knockdown by qRT-PCR as described above. Any biological replicate that did not achieve ≥80% knockdown was excluded from subsequent analyses (MMAB_2; MMAB_3).

Cells (~100 μl packet pellet) were extracted and prepared for analysis using Metabolon’s standard solvent extraction method. Briefly, sample processing was carried out using an automated MicroLab STAR system (Hamilton Company). Recovery standards were added prior to the first step in the extraction process for QC purposes. Sample preparation was conducted using a proprietary series of organic and aqueous extractions to remove the protein fraction while allowing maximum recovery of small molecules. The extracted samples were split into equal parts for analysis of metabolites using GC-MS and /MS platforms.

#### LC-MS

The LC-MS portion of the platform was based on a Waters ACQUITY UPLC and a Thermo-Finnigan LTQ mass spectrometer, which consisted of an electrospray ionization (ESI) source and linear ion-trap (LIT) mass analyzer. The sample extract was split into two aliquots, dried and then reconstituted in acidic or basic LC-compatible solvents, each of which contained 11 or more injection standards at fixed concentrations. One aliquot was analyzed using acidic positive ion optimized conditions and the other using basic negative ion optimized conditions in two independent injections using separate dedicated columns. Extracts reconstituted in acidic conditions were gradient eluted using water and methanol both containing 0.1% formic acid, while the basic extracts, which also used water/methanol, contained 6.5 mM ammonium bicarbonate. The MS analysis alternated between MS and data-dependent MS scans using dynamic exclusion.

#### GC-MS

The samples destined for GC-MS analysis were re-dried under vacuum desiccation for a minimum of 24 h prior to being derivatized under dried nitrogen using bistrimethyl-silyl-trifluoroacetamide (BSTFA). The GC column was 5% phenyl and the temperature ramp was from 40 °C to 300 °C in a 16-min period. Samples were analyzed on a Thermo-Finnigan Trace DSQ fast-scanning single-quadrupole mass spectrometer using electron impact ionization. The instrument was tuned and calibrated for mass resolution and mass accuracy on a daily basis. Metabolites were identified by their m/z retention time and through comparison with library entities of purified known standards. The dataset comprised a total of 271 compounds of known identity in human fibroblasts and 273 named compounds in Huh7 cells. Raw and normalized metabolite data for fibroblasts and Huh7 cells can be found in Supplementary Data 4 and 5.

### Targeted metabolite measurements

Methylmalonic acid (MMA) concentrations were analyzed and quantified by LC-MS/MS as described previously with minor modifications^69^. Briefly, liver (~100 mg) and plasma (50 μl) were homogenized in 1 ml ice-cold methanol:water (1:1) and spiked with 50 μl [d3]-methylmalonic acid (0.2 mM). Cells (~0.3 mg protein) were extracted in 300 μl ice-cold methanol:water (1:1) and spiked with 20 μl [d3]-methylmalonic acid (0.2 mM, Cambridge Isotope Laboratories). After centrifugation at 4 °C, concentrations in the supernatants were determined by LC-MS/MS as previously described^69^. Analysis of MMA was performed using gradient elution on RP-C18 columns (Thermo Scientific: 100 × 4, 5μ) with a gradient (10% A to 25% A) elution of acetonitrile (A) and aqueous 15 mM ammonium formate (B). MS/MS ESI (AB Sciex QTrap 6500) analysis was by a single reaction monitoring mode as the negative ion transitions of 117/73 and 117/55 for MMA and 120/76 and 120/58 for [d3]-MMA.

Plasma propionic acid concentrations were determined by modification of a procedure previously described for the quantification of plasma short-chain fatty acids^70^. Briefly, plasma (25−100 μl), spiked with 10 μl [d5]-propionic acid (2.5 mM, Sigma) was acidified with 20 μl 1 M HCl followed by the addition of ~0.5 g NaCl and derivatized as the amide of 2,4-difluorananiline by addition of 0.2 ml of 1, 3-dicyclohexylcarbodiimide (0.2 M in toluene) and 0.2 ml 2, 4-difluoroaniline (0.2 M in hexane). After 1 h incubation at RT, 2 ml NaHCO_3_ (1 M) was added, and the short-chain fatty acid amides of 2,4-difluorananiline were extracted (2×) into ethyl acetate, dried under nitrogen gas, and redissolved in 50 μl ethyl acetate for GC-MS analysis. Analyses were performed on an Agilent GC (HP6890)-MS (HP5973) with a 12 m HP-1 column, EI ionization and monitoring ions m/z 185−190 (m0 to m5) to determine plasma propionate concentration.

### Animal studies

C57BL/6J (Wild-type, WT) were purchased from Jackson Laboratories (#000664).

Mice deficient in *Apobec1* and heterozygous for *Ldlr (Apobec1*^*−/−*^*;Ldlr*^*−/+*^) were a kind gift from Dr. Daniel Rader (UPenn). All animal maintenance and experiments were performed in accordance with NIH guidelines and were approved by the Institutional Animal Care Use Committee of Yale University School of Medicine. Mice were group housed under controlled temperature (22 ± 2 °C), relative humidity (30−70%) and lighting (12 h light/dark cycle; lights on at 7:00 AM) with free access to water and food. Mice were maintained on a regular chow diet (Harlan Teklad 2018S). For high-fat diet (HFD) and statin studies, 8-week-old WT male mice (*n* = 6 per group) were placed on a chow diet, HFD containing 0.3% cholesterol and 21% (w/w) fat (Dyets, Inc), or chow diet supplemented with 0.005% (w/w) rosuvastatin for 3 weeks^71^. Liver samples were collected as previously described^71^ and stored at –80 °C until total RNA and protein was harvested for gene expression analysis. For in vivo inhibition of *Mmab*, 8-week-old male *Apobec1*^*−/−*^;*Ldlr*^−/+^ mice fed a Western diet (Research Diets, #D12108C) for 2 months were randomized into two groups: LNA control (*n* = 5) and LNA GapmeR against MMAB (*n* = 5). Mice received i.p. injections of 5 mg/kg LNA control (5ʹ-ACGTCTATACGCCCA-3ʹ) or LNA GapmeR MMAB (5ʹ-GAAGTGCGTCCGGATT-3ʹ) oligonucleotides every 3 days for a total of 2 weeks. Twenty-four hours after the final injection, mice were sacrificed and hepatic gene expression analyzed as described above. In another set of experiments, 8-week-old male C57BL/6J mice were fed a chow diet and randomized into two groups: Control ASO (*n* = 6) and MMAB ASO (*n* = 7). 

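The printed sequences were matched to the spliced transcripts of the mouse annotation GENCODE M21 (GRCm38), and introns were not searched. The MMAB ASO, TCAGCCGTGATCACTGGGAC, pairs along all 20 bases with *Mmab* and with no other gene. Its site is in the 3′ UTR, in exon 9 of 9 of the transcript, at bases 2907 to 2926 of 3020. On the genome the site spans 114431128 to 114431147 of chromosome 5. The CON ASO sequence as printed, ACCATGAGGTTCTCAGGGCT, pairs with no transcript along its full length. With 1 mismatch it pairs with 1 gene, which is also *Mmab*. That site lies in the same exon, at bases 1581 to 1600 of the transcript and 114432454 to 114432473 of chromosome 5. The mismatch is T20G, with positions counted from 1 at the 5′ end of the oligonucleotide and the site's base given as its complement. The livers analysed here include no group without an oligonucleotide, so the level of *Mmab* in CON ASO livers could not be set against an untreated level.

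**Figure D4:**
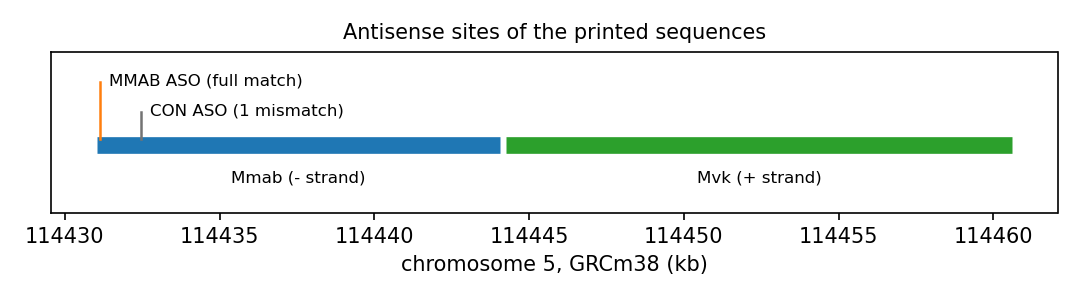
Positions of both antisense sites (vertical lines) on *Mmab* and its neighbour *Mvk* on chromosome 5 of GRCm38 (horizontal axis, kb). The MMAB ASO site and the CON ASO site with 1 mismatch both lie in the 3′ UTR of *Mmab*.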

Mice received one i.p. injection per week of 50 mg/kg control ASO (5ʹ-ACCATGAGGTTCTCAGGGCT-3ʹ) or MMAB ASO (5ʹ-TCAGCCGTGATCACTGGGAC-3ʹ) for 6 weeks. Forty-eight hours after the final injection, mice were sacrificed and liver samples were collected as above and stored at –80 °C for subsequent analyses. Unless otherwise stated, mice were fasted overnight before in vivo studies.

### HMGCR activity assay

Microsomal HMGCR activity was assessed as previously described with slight modifications^72^. Briefly, microsomal fractions from mouse liver homogenates were obtained via ultracentrifugation (100,000 × *g* for 60 min). The reaction buffer (0.2 M KCl, 0.16 M potassium phosphate, 0.004 M EDTA, and 0.01 M dithiothreitol) containing microsomal protein (200 µg/ml) and 100 µM NADPH was preincubated at 37 °C for 10 min. The reaction was initiated by adding 50 µM HMG-CoA to the reaction buffer. The decrease in the absorbance at 340 nm was followed for 30 min. A similar procedure was followed for the calculation of HMGCR activity in the presence of simvastatin. The specific activity of HMGCR was calculated by subtracting total enzyme activity (without simvastatin) and simvastatin-resistant activity (with simvastatin) and is represented as nmol/min/mg of total microsomal proteins (extinction coefficient for NADPH is 6.2 mM/cm).

### Lipoprotein profile and lipid measurements

Mice were fasted overnight (12−16 h) before blood samples were collected by cardiac puncture and plasma separated by centrifugation. HDL-C was isolated by precipitation of non-HDL cholesterol and both HDL-C fractions and total plasma were stored at –80 °C. Total plasma cholesterol and triglycerides were measured using kits according to the manufacturer’s instructions (Wako Pure Chemicals, Tokyo Japan). The lipid distribution in plasma lipoprotein fractions was assessed by fast performance liquid chromatography (FPLC) gel filtration with 2 Superose 6 HR 10/30 columns (Pharmacia Biotech, Uppsala Sweden) as previously described^73^. Plasma ALT and AST were measured by COBAS (Roche Diagnostics).

### Statistics and reproducibility

Sample sizes for cell culture experiments (at least three biological replicates) were chosen based on extensive in vitro experience in the lab. Animal sample size for each study was chosen based on literature documentation of similar well-characterized experiments^71,74–76^. The number of samples used in each study is listed in the figure legends and main text. For siRNA experiments, knockdown was assessed prior to downstream analyses; any biological replicate that did not achieve ≥80% knockdown was excluded from subsequent analyses. For all other in vitro experiments, no data were excluded. Prior to dosing, mice were randomized into treatment groups to match body weight at the start of the experiment. No animals were excluded from this study. When possible, blinding was performed during data collection and analysis for in vitro and in vivo experiments.

All data are expressed as mean ± s.e.m. Statistical differences were measured using an unpaired two-sided Student’s *t* test, Welch’s two-sample *t* test or one-way or two-way ANOVA with Bonferroni correction for multiple comparisons when appropriate. Normality was checked using the Shapiro−Wilk normality test. A non-parametric test (Mann−Whitney) was used when data did not pass the normality test. A value of *P* ≤ 0.05 was considered statistically significant. Data analysis was performed using GraphPad Prism Software Version 7.0a (GraphPad, San Diego, CA).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Data set 6

Reporting Summary

## Data Availability

RNA-seq data and Affymetrix array data that support the findings of this study have been deposited in the Gene Expression Omnibus under accession code GSE169712 and GSE183790, respectively. RNAi screen data that support the findings of this study have been deposited in PubChem with the Assay ID 1671195. Raw metabolomics data for Huh7 cells and human fibroblasts can be found in Supplementary Data 4 and 5. All other data that support the findings of this study are within the article and its Supplementary Information and Source Data files. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: MMAB promotes negative feedback control of cholesterol homeostasis
**Source:** Nat Commun. 2021 Nov 8;12:6448. doi: 10.1038/s41467-021-26787-7
**Supplement:** Supplementary file 1 — Supplementary Information

SUPPLEMENTARY INFORMATION FILE

MMAB promotes negative feedback control of cholesterol homeostasis

Leigh Goedeke^{1,2}, Alberto Canfrán-Duque^{1,3}, Noemi Rotllan^{1,3}, Balkrishna Chaube^{1,3}, Bonne M. Thompson⁴, Richard G. Lee⁵, Gary W. Cline², Jeffrey G. McDonald⁴, Gerald I. Shulman^{2,6}, Miguel A. Lasunción⁷, Yajaira Suárez^{1,3}, and Carlos Fernández-Hernando^{1,3,#}

This PDF file contains:

Supplementary Figure Legends

Supplementary Figures 1–9

Supplementary Table 1

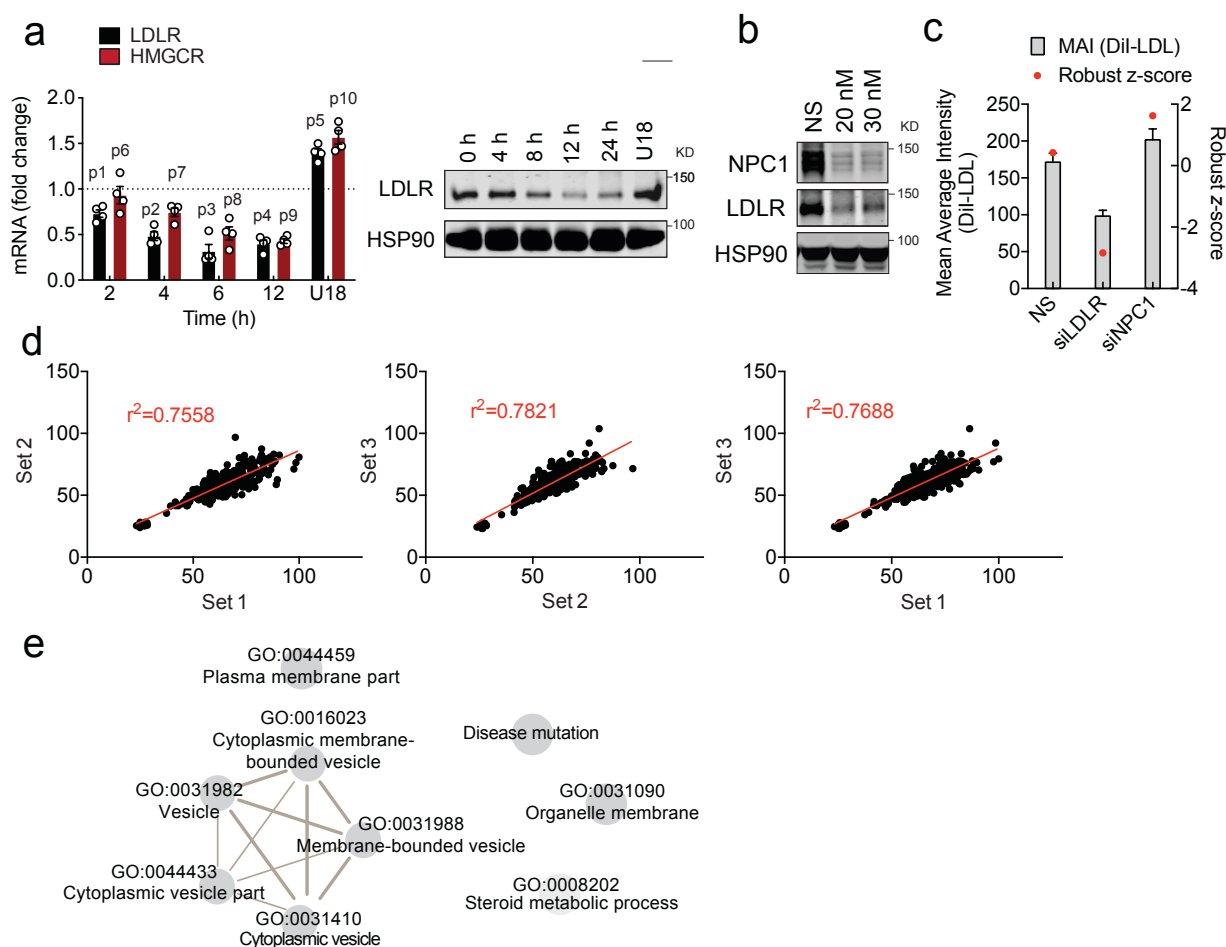

Supplementary Fig. 1: Screening controls using in primary RNAi screen. (a) qRT-PCR (*left panel*) and representative Western blot (*right panel*) analysis of HMGCR and LDLR in Huh7 cells treated with 30 μ g/ml native LDL (nLDL) or U18666A (U18) for the indicated times. HSP90 was used as a loading control. Data are the mean $\pm$ s.e.m. of four independent experiments. Comparisons by two-sided unpaired Student's *t*-test compared to vehicle-treated cells (dashed line). $p_1 = 0.02$, $p_2 = 0.001$, $p_3 = 0.0006$, $p_4 = 0.0003$, $p_5 = 0.003$, $p_6 = 0.46$, $p_7 = 0.01$, $p_8 = 0.002$, $p_9 = 0.0001$, $p_{10} = 0.001$. (b) Representative Western blot analysis of NPC1 and LDLR in Huh7 cells transfected with 20 and 30 nM of siRNA NPC1 (*top panel*), siRNA LDLR (*middle panel*) or non-silencing siRNA (NS). HSP90 (*bottom panel*) was used as a loading control. (c) Comparison of Dil-LDL mean average intensity (grey bars, MAI) and robust z-score (red dots) for Huh7 cells transfected with a non-silencing siRNA (NS), negative control siRNA (siRNA to LDLR, siLDLR) or positive control siRNA (siRNA to NPC1, siNPC1). Data are the mean $\pm$ s.e.m. ($n = 128$ technical replicates). (d) Representative linear regression analysis of Dil-LDL mean average intensity (MAI) for plate sets 1 and 2 (left), plate sets 2 and 3 (middle) and plate sets 1 and 3 (right). The goodness-of-fit (r^2) and regression line (indicative of overall reproducibility of the screen) are indicated in red on each graph. Each black dot corresponds to one well ($n = 384$). (e) Interaction among top GO terms identified from primary RNAi screen using the STRING interaction database and Cytoscape plugin. Source data are provided as a Source Data file.

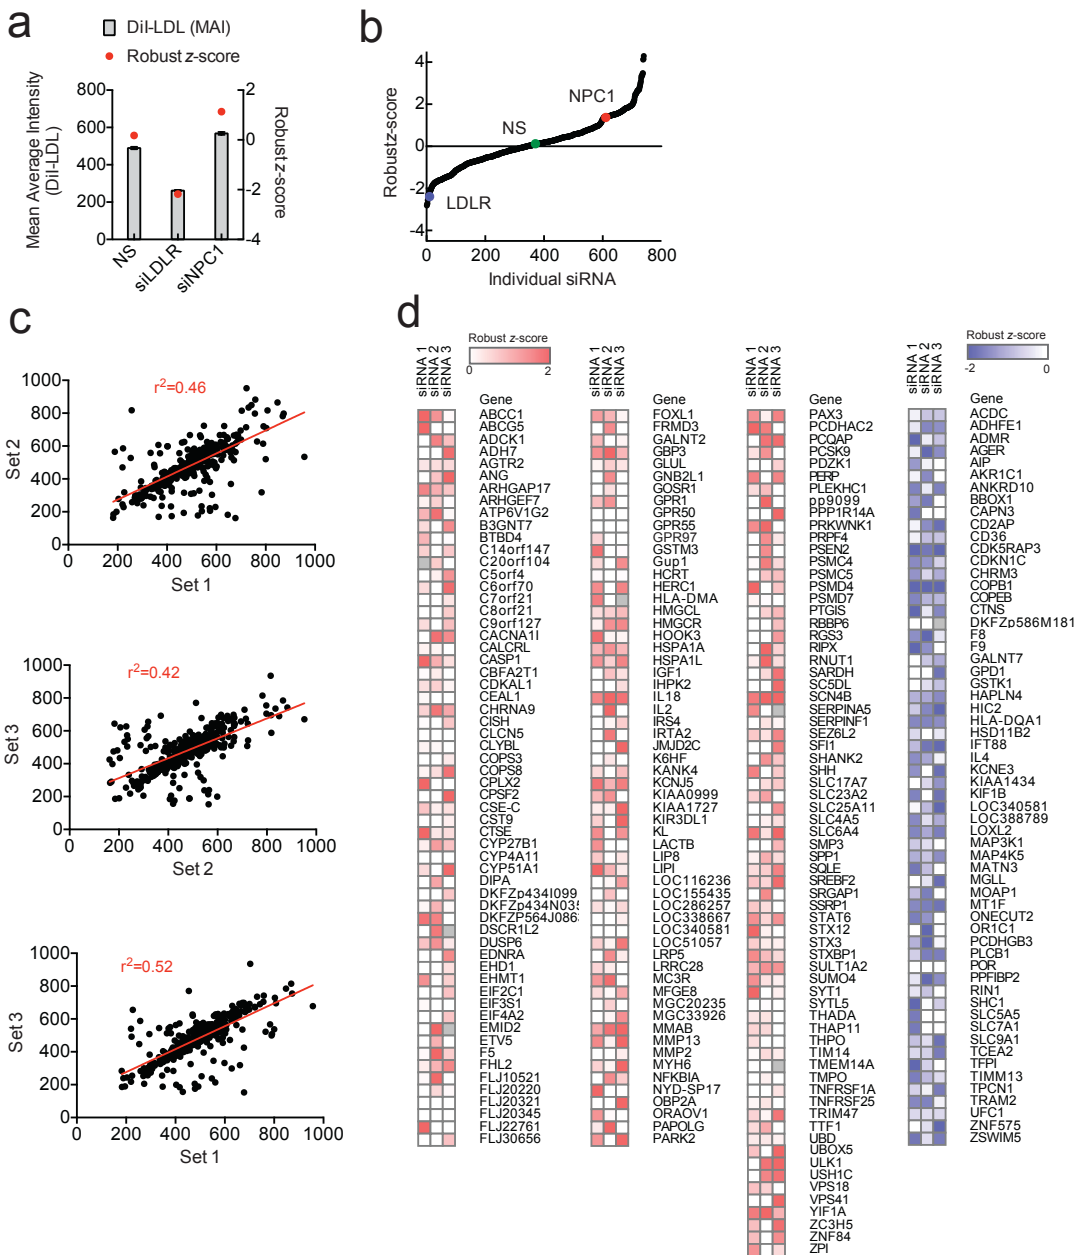

Supplementary Fig. 2: Primary RNAi screen validation. (a) Comparison of DiI-LDL mean average intensity (grey bars, MAI) and robust z-score (red dots) for Huh7 cells transfected with a control siRNA (non-silencing, NS), negative control siRNA (siRNA to LDLR, siLDLR) or positive control siRNA (siRNA to NPC1, siNPC1) in the deconvolution screen. Data are the mean $\pm$ s.e.m. ($n = 90$ technical replicates). (b) Distribution of average robust z-scores for individual siRNAs in the deconvolution screen ($n = 784$). Controls are NS siRNA (green dot), siLDLR (blue dot) and siNPC1 (red dot). All other siRNAs are shown in black. (c) Linear regression analysis of DiI-LDL mean average intensity for plate sets 1 and 2 (top), plate sets 2 and 3 (middle) and plate sets 1 and 3 (bottom). The goodness-of-fit (r^2) and regression line (indicative of overall reproducibility of the screen) are indicated in red on each graph. Each black dot corresponds to one well ($n = 384$). (d) Heatmap of genes validated in the deconvolution screen. Three siRNAs per gene used in the primary RNAi screen were assayed individually in 384-well plates using the same screening strategy outlined in Fig. 1a. Source data are provided as a Source Data file.

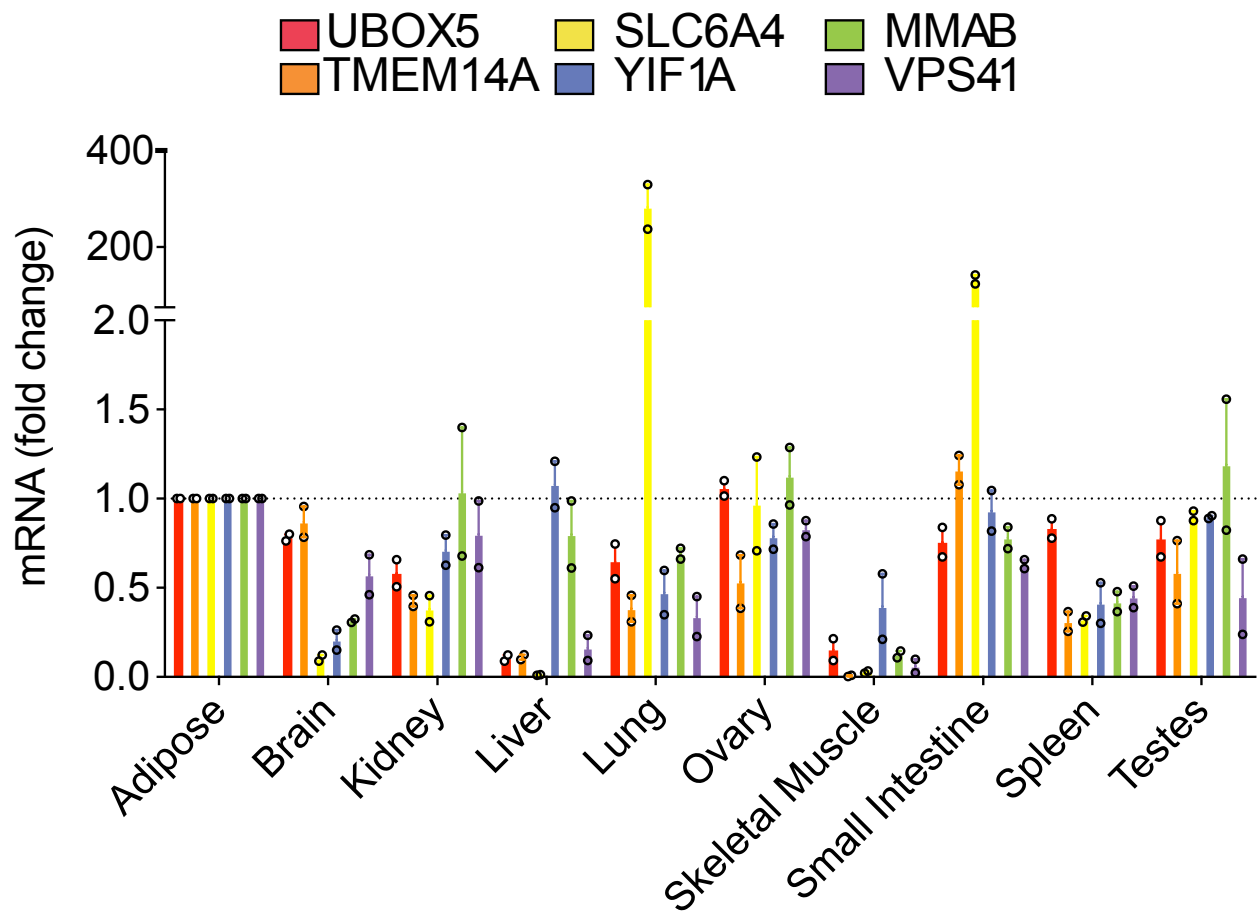

Supplementary Fig. 3: Tissue expression of top candidate genes from RNAi screen. qRT-PCR analysis of *UBOX5*, *SLC6A4*, *MMAB*, *TMEM14A*, *YIF1A*, and *VPS41* in selected human tissues (Life Technologies). Data are expressed as fold-change relative to adipose tissue and the mean $\pm$ s.e.m. of two independent experiments. Source data are provided as a Source Data file.

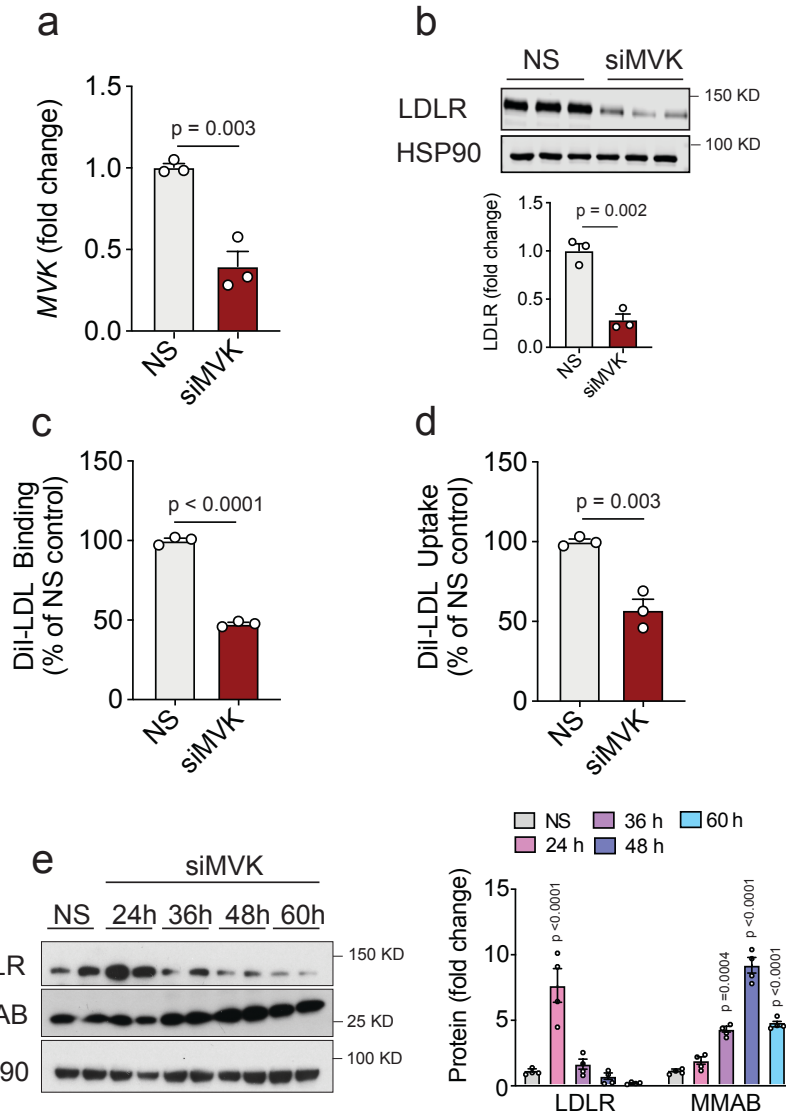

Supplementary Fig. 4: Knockdown of MVK decreases LDLR expression and activity. (a) qRT-PCR analysis of MVK expression in Huh7 cells transfected with a siRNA against MVK (siMVK) or non-silencing control siRNA (NS) for 60 h. Data are the mean $\pm$ s.e.m. of three independent experiments in duplicate. Statistical comparisons between groups by two-tailed unpaired Student's *t*-test. (b) Representative Western blot analysis of LDLR expression in Huh7 cells treated as in (a). HSP90 was used as a loading control. Quantification of blot is shown below. Data are the mean $\pm$ s.e.m. of three independent experiments in triplicate. Statistical comparisons between groups by two-tailed unpaired Student's *t*-test. (c–d) Flow cytometry analysis of DiI-LDL specific binding (c) and uptake (d) in Huh7 cells transfected with NS siRNA or siMVK for 60 h and incubated with 30 μ g/ml DiI-LDL for 2 h at 37 $^{\circ}$ C (uptake) or 90 min at 4 $^{\circ}$ C (binding). Data are the mean $\pm$ s.e.m. of three independent experiments in triplicate. Statistical comparisons between groups by two-tailed unpaired Student's *t*-test. (e) Representative Western blot analysis of LDLR and MMAB expression in Huh7 cells transfected with a siRNA against MVK (siMVK) or non-silencing control siRNA (NS) for 24–60 h. HSP90 was used as a loading control. Quantification of blots is shown to the right. Data are the mean $\pm$ s.e.m. of four independent experiments in duplicate. Statistical comparisons between groups by two-way ANOVA with Bonferroni correction for multiple comparisons (e). Source data are provided as a Source Data file.

a

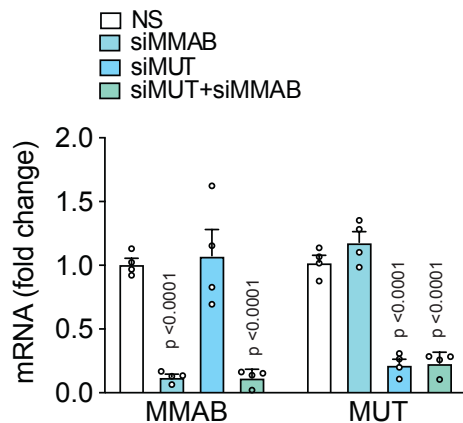

b

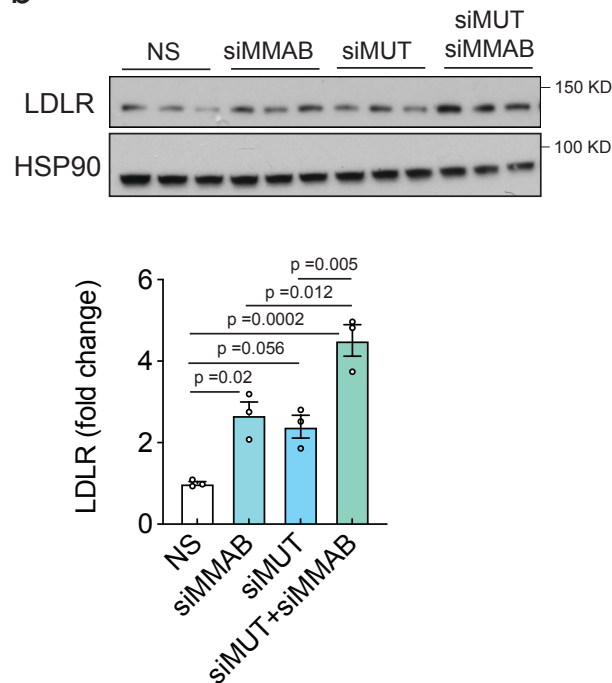

Supplementary Fig. 5: Knockdown of MMAB and MUT increase LDLR expression. (a) qRT-PCR analysis of *MMAB* and *MUT* expression in Huh7 cells transfected with a siRNA against MMAB (siMMAB), MUT (siMUT) or siRNA against MUT and MMAB (siMUT+MMAB). Data are the mean $\pm$ s.e.m. of four independent experiments in duplicate. Statistical comparisons between groups by two-way ANOVA with Bonferroni correction for multiple comparisons. (b) Representative Western blot analysis of LDLR expression in Huh7 cells treated as in (a). HSP90 was used as a loading control. Quantification of blots is shown below. Data are the mean $\pm$ s.e.m. of three independent experiments in triplicate. Statistical comparisons between groups by one-way ANOVA with Bonferroni correction for multiple comparisons. Source data are provided as a Source Data file.

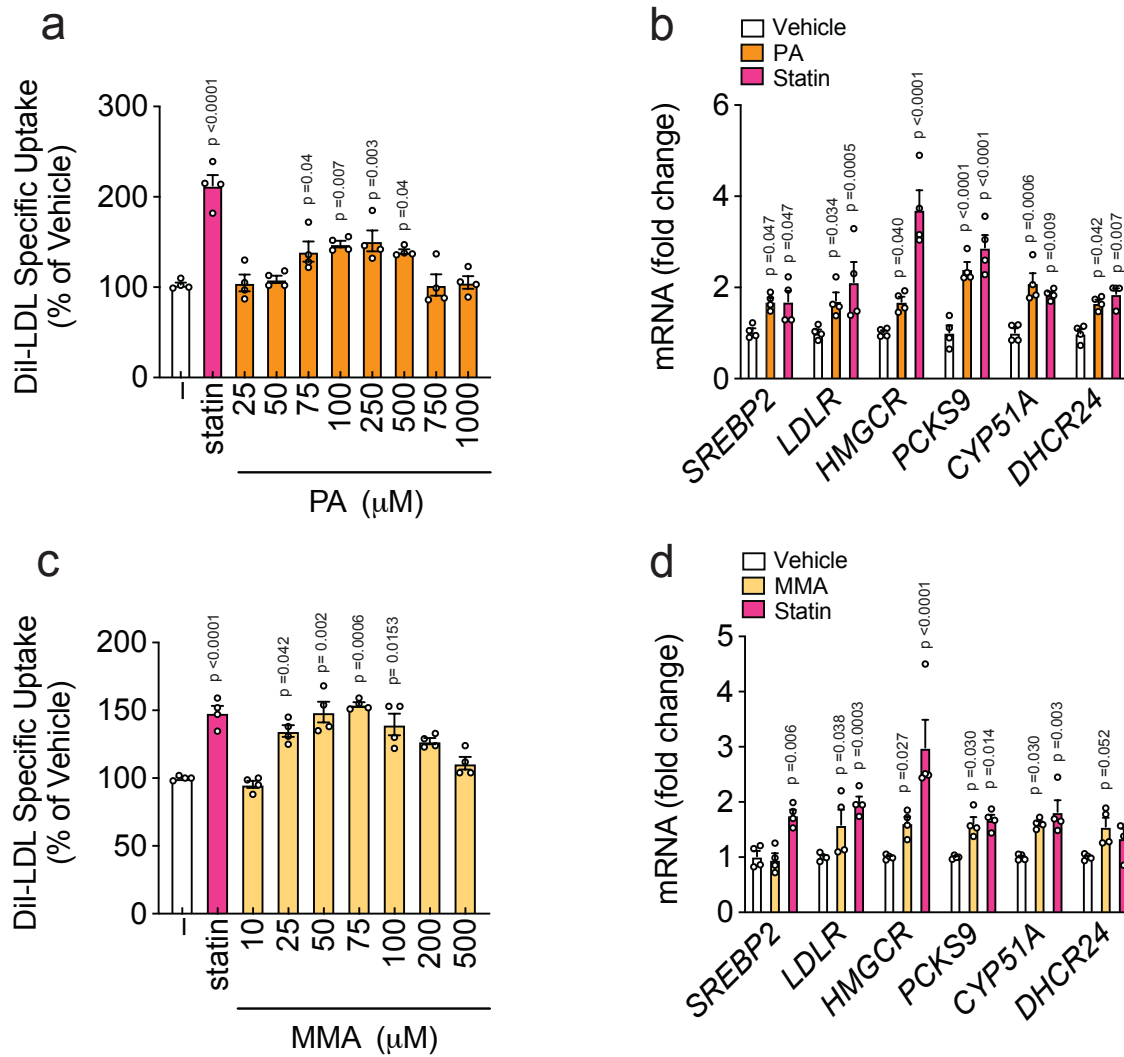

Supplementary Fig. 6: Propionic and methylmalonic acid treatment increases Dil-LDL specific uptake and SREBP2-mediated gene expression in Huh7 cells. (a) Flow cytometry analysis of Dil-LDL specific uptake in Huh7 cells treated with vehicle (–), 5 μ M statin (statin), or the indicated doses of propionic acid (PA) for 24 h and incubated with 30 μ g/ml Dil-LDL for 2 h at 37 °C. Data are the mean $\pm$ s.e.m. of three independent experiments in triplicate. Statistical comparisons between groups by one-way ANOVA with Bonferroni correction for multiple comparisons. (b) qRT-PCR analysis of SREBP2-responsive genes in Huh7 cells incubated in LPDS for 24 h and treated with vehicle (–), 100 μ M propionic acid (PA) or 5 μ M statin (ST) for an additional 24 h. Data are the mean $\pm$ s.e.m. of three independent experiments in duplicate. Statistical comparisons between groups by one-way ANOVA with Bonferroni correction for multiple comparisons. (c) Flow cytometry analysis of Dil-LDL specific uptake in Huh7 cells treated with vehicle (–), 5 μ M statin (statin), or the indicated doses of methylmalonic acid (MMA) for 24 h and incubated with 30 μ g/ml Dil-LDL for 2 h at 37 °C. (d) qRT-PCR analysis of SREBP2-responsive genes in Huh7 cells incubated in LPDS for 24 h and treated with vehicle (–), 50 μ M methylmalonic acid (MMA) or 5 μ M statin (ST) for an additional 24 h. Data are the mean $\pm$ s.e.m. of four independent experiments in duplicate. Statistical comparisons between groups by one-way ANOVA with Bonferroni correction for multiple comparisons. Source data are provided as a Source Data file.

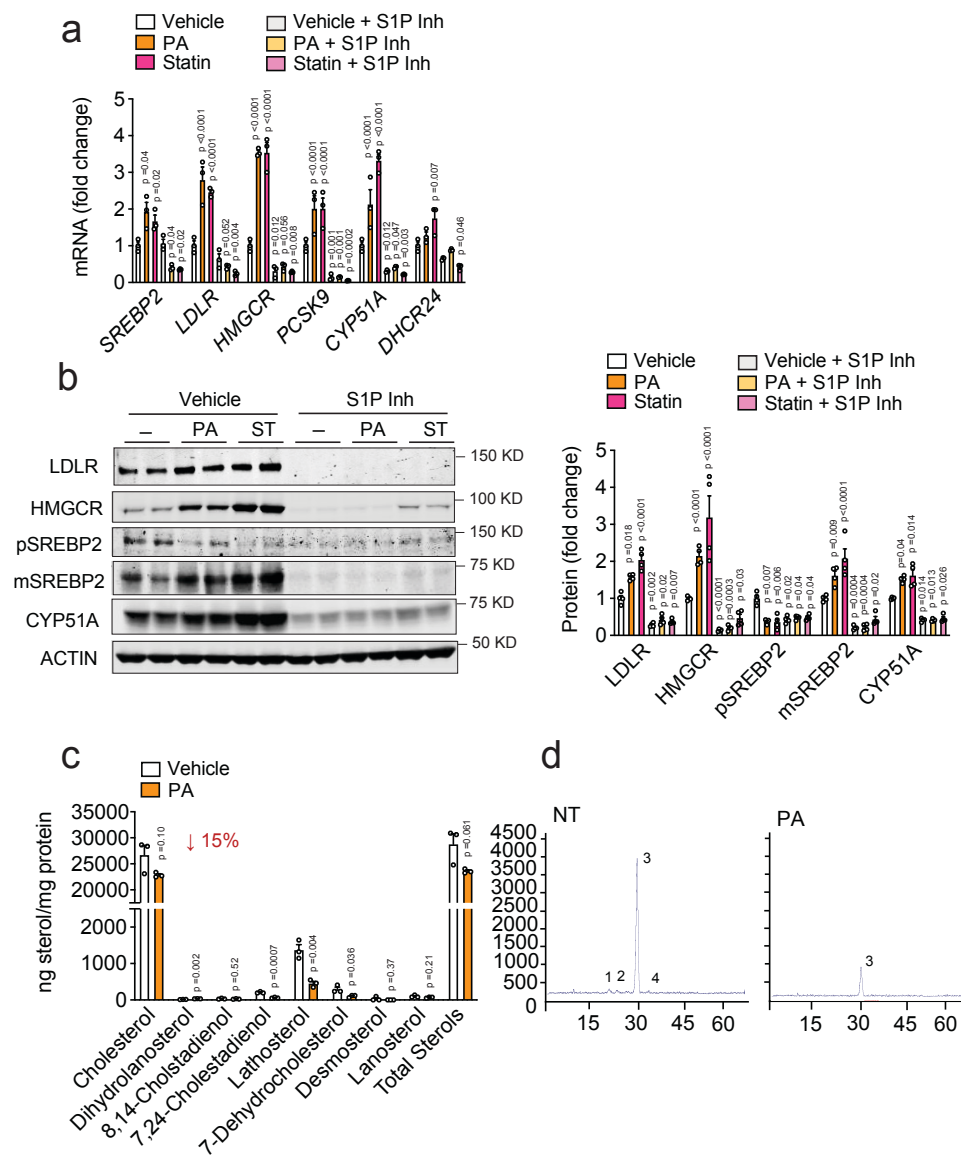

Supplementary Fig. 7: Propionic acid treatment decreases total sterol content. (a–b) qRT-PCR (a) and Western blot analysis (b) of SREBP2-responsive genes in Huh7 cells incubated in LPDS for 24 h and treated with vehicle (–), 100 μ M propionic acid (PA) or 5 μ M statin (ST) for an additional 24 h with or without an S1P inhibitor. Actin was used as a loading control. Quantification of blots shown to the right (b). Data are the mean $\pm$ s.e.m. of three independent experiments in duplicate (a) or four independent experiments in duplicate (b). Statistical comparisons between groups by one-way ANOVA with Bonferroni correction for multiple comparisons. (c) Sterol content of Huh7 cells pretreated in LPDS for 24 h and treated with vehicle (–) or 100 μ M propionic acid (PA) for 24 h. Lipids were extracted and analyzed by GC-MS. “Total sterols” were calculated as the sum of all sterols that could be detected. Data are the mean $\pm$ s.e.m. of three independent experiments. Statistical comparisons between groups by two-tailed unpaired Student’s *t*-test. (d) Effect of propionic acid on [1,2- ^{14} C]-acetate incorporation into sterols as determined by HPLC. Cells were treated as in (c). 1, desmosterol; 2, 7-dehydrocholesterol; 3, cholesterol; 4, lanosterol. Data are representative of three independent experiments. Source data are provided as a Source Data file.

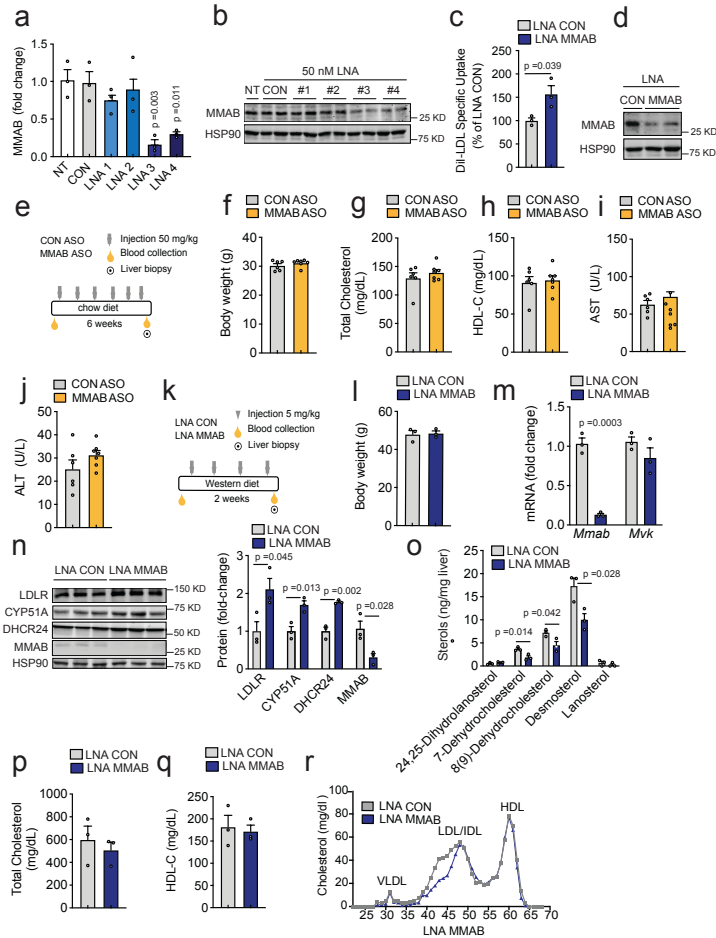

Supplementary Fig. 8: Knockdown of MMAB increases LDLR expression *in vivo*. (a–b) qRT-PCR (a) and representative Western blot analysis (b) of MMAB expression in mouse hepatic (Hepa) cells transfected with 50 nM of control LNA (LNA CON) or 50 nM of 4 different LNA GapMers against MMAB (LNA #1–4). NT, non-transfected. HSP90 was used as a loading control. Data are the mean $\pm$ s.e.m. of three independent experiments in duplicate. Statistical comparisons between groups by one-way ANOVA with Bonferroni correction for multiple comparisons. (c) Flow cytometry analysis of DiI-LDL uptake in Hepa cells transfected with 50 nM of a control LNA (LNA control) or an LNA GapMer against MMAB (LNA MMAB). Representative Western blot showing MMAB knockdown is shown in panel (d). CON, control LNA; MMAB, LNA MMAB. Data are the mean $\pm$ s.e.m. of three independent experiments. Statistical comparisons between groups by two-tailed unpaired Student's *t*-test. (e) Experimental outline of MMAB ASO treatment in mice. 8-week old male C57BL/6 mice were fed a chow diet and treated once weekly with 50 mg/kg control ASO (CON ASO, $n = 6$) or 50 mg/kg MMAB ASO ($n = 7$) for six weeks. (f–j) Body weight (f), total cholesterol (g), HDL-C (h), AST (i), and ALT (j) in mice treated as in (e). Data are the mean $\pm$ s.e.m. (k) Experimental outline of MMAB LNA treatment in mice. 8-week old male *Apobec1*^{-/-}; *Ldlr*^{+/-} mice were fed a Western diet for 2 months and then treated with 5 mg/kg LNA control or LNA MMAB for two weeks ($n = 3$ per group). (l) Body weight of mice treated as in (k). Data are the mean $\pm$ s.e.m. (m–n) qRT-PCR (m) and Western blot (n) analysis of MMAB and SREBP2-responsive genes in the livers of mice treated as in (k). HSP90 was used as a loading control. Quantification of blot shown to the right. Data are the mean $\pm$ s.e.m. Statistical comparisons between groups by two-tailed unpaired Student's *t*-test. (o) Hepatic sterol content in the livers of mice treated as in (k). Lipids were extracted and analyzed by GC-MS. $n = 3$ per group. Data are the mean $\pm$ s.e.m. Statistical comparisons between groups by two-tailed unpaired Student's *t*-test. (p–q) Total cholesterol (p) and HDL-C (q) in mice treated as in (k). Data are the mean $\pm$ s.e.m. (r) Cholesterol content of FPLC-fractionated lipoproteins from pooled plasma ($n = 3$ per group) of mice treated as indicated in (k). Source data are provided as a Source Data file.

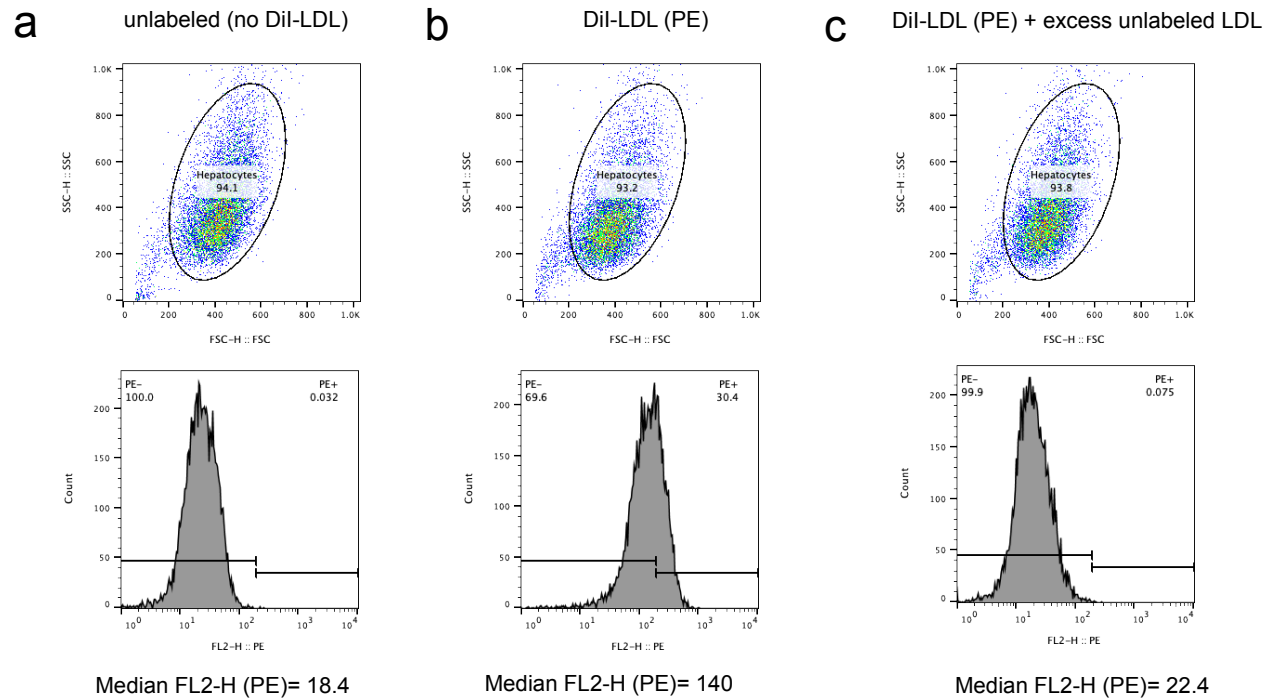

Supplementary Fig. 9: Representative gating strategy used for DiI-LDL uptake and binding experiments. (a–c) For DiI-LDL uptake and binding experiments, cells were washed and incubated in fresh media containing DiI-LDL (30 μ g cholesterol/ml) for 2–8 h at 37 °C (uptake) or 4 °C (binding). Non-specific uptake was determined in extra wells containing a 50-fold excess of unlabeled native LDL. At the end of the incubation period, cells were washed twice and resuspended in 1 ml of PBS for FACS. Samples were collected on a BD FACSCalibur and analyzed using WINMDI v2.8 or FlowJo v10. Live cells were enriched using FSC/SSC. 10,000 events were collected for each sample. Cells incubated without DiI-LDL (FL2-H, PE) were used to set positivity for PE. Results are expressed in terms of specific median intensity of fluorescence (MFI) after subtracting out autofluorescence of cells incubated in the absence of DiI-LDL and correcting for non-specific uptake/binding by subtracting out the fluorescence of cells incubated with DiI-LDL and an excess of unlabeled LDL.

Supplementary Table 1: Primer Sequences

**Cloning Primers**		
**Name**	**Forward (5'-3')**	**Reverse (5'-3')**
**MMAB/MVK Promoter**	AAGAGCTCAGACACCACTAGGACT<br>TCTGACAACATGG	AAGAGCTCGAGCCAGGCTGCTTGACGG
**Mouse qPCR Primers**		
**Gene Name**	**Forward (5'-3')**	**Reverse (5'-3')**
**18S**	AGCTATCAATCTGTCAATCCTGTC	GCTTAATTTGACTCAACACGGGA
**LDLR**	AGTTGGCTGCGTTAATGTGAC	TGATGGGTTTCATCTGACCAGT
**HMGR**	GTCATTCCAGCCAAGGTTGT	GGGACCACTTGCTTCCATTA
**SREBP2**	GATGCACAAGTCTGGCGTTC	CATTGTCCACCAGACTGCCT
**CYP51A**	GAAACGCAGACAGTCTCAAGA	ACGCCCATCCTTGTATGTAGC
**PCSK9**	GGAGCTGGCCTTGAAGTTGCC	ACCGTGGAGGGGTAATCCGC
**MMAB**	CATTGCAGGACGTCGGCTCG	AGGCACCACACGTCTCTCGG
**MUT**	TGGGTTTGCCAACTGTGAAAA	GGTATTCCCTCAGCTACAGCTT
**MVK**	CATGGCAAGGTAGCACTGG	GATACCAATGTTGGGTAAGCTGA
**VPS41**	AGTGGCCAAGGAACGAGACCA	TCTGGCATTTCGCTGCTGCT
**SLC6A4**	TGCTTCGATCAGCGCGACAG	TGGACAGCACGTTTGCAGGC
**YIF1A**	ACAGGAGCAGACGTGGCCTT	AACGGTGCAGCTCCTTGTGC
**UBOX5**	AGCACAGACGGCATTGGCAG	GTGGGACAGTGGACCTGTCGAG
**TMEM14A**	GGACTCCAGGTACCGCGCTT	CGG AACACCACCTCTCCGCT
**Mouse qPCR Primers**		
**Gene Name**	**Forward (5'-3')**	**Reverse (5'-3')**
**18s**	TTCCGATAACGAACGAGACTCT	TGGCTGAACGCCACTTGTC
**Mmab**	CTCAGCTATTGGGTTTGCCAT	GTGTGCTTTAAGTGAGCCTCC
**Mvk**	CGGCCTTGAAGTTGAGAACT	CCTTGCTCAAGAAAGCTCGT

# Supplementary material for: MMAB promotes negative feedback control of cholesterol homeostasis
**Source:** Nat Commun. 2021 Nov 8;12:6448. doi: 10.1038/s41467-021-26787-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**DESCRIPTION OF ADDITIONAL SUPPLEMENTARY FILES**

# MMAB promotes negative feedback control of cholesterol homeostasis

Leigh Goedeke^1,2^, Alberto Canfrán-Duque^1,3^, Noemi Rotllan^1,3^, Balkrishna Chaube^1,3^, Bonne M. Thompson^4^, Richard G. Lee^5^, Gary W. Cline^2^, Jeffrey G. McDonald^4^, Gerald I. Shulman^2,6^, Miguel A. Lasunción^7^, Yajaira Suárez^1,3^, and Carlos Fernández-Hernando^1,3,#^

**This PDF file contains:**

Supplementary Dataset Descriptions

**File Name:** Supplementary Data 1

**Description:** Top candidate genes from the genome-wide RNAi screen whose knockdown either increased or decreased LDLR activity (robust z-score of £ –2.0 or ³ 2.0) are listed in tab ‘siRNA Screen Hits.’ Top candidate genes whose expression was also significantly modulated by intracellular cholesterol levels and/or had SNPs previously linked to alterations in plasma cholesterol/CVD risk can be found under tab ‘Top 250 Hits.’ Functional annotation clustering of the top 250 genes was performed using DAVID and used to identify functional interactions between candidate genes using STRING. Raw clustering data for this analysis can be found under tabs ‘DAVID Functional Clustering 250’ and ‘STRING 250 Hits,’ with main clustering nodes outlined in subsequent tabs. This Dataset is related to **Fig. 1–2** and **Supplementary Fig. 1.**

**File Name**: Supplementary Data 2

**Description:** Gene expression analysis of Huh7 cells cultured in DMEM containing 10% FBS and supplemented with 120 µg/ml native LDL (nLDL, to cholesterol enrich) or 5 µM statin (to cholesterol deplete) or vehicle control for 24 h. Those genes significantly modulated by statin and/or nLDL treatment are listed in subsequent tabs (*P* £ 0.05*,* FC ³1.1 or £ –1.1). Raw data for the functional annotation clustering of up- and down-regulated genes using DAVID can also be found here. This Dataset is related to **Fig. 1.**

**File Name:** Supplementary Data 3

**Description:** Top candidate genes listed in the tab ‘Deconvolute Screen Hits’ were subjected to further validation by undergoing a second microscope-based screening assay with 3 individual siRNAs from the initial siRNA pool used in the primary RNAi screen. Raw data for the heatmap in **Supplementary Fig. 2** can be found under tab ‘Deconvolute Screen Heatmap. This Dataset is related to **Supplementary Fig. 2.**

**File name:** Supplementary Data 4

**Description:** Untargeted global metabolic analysis of Huh7 cells transfected with an siRNA against MMAB (MMAB_1, 4, 5) or a non-silencing control siRNA (NS_1-5). Raw metabolite data normalized to total protein is listed under tab ‘ProNormImpData(Huh7). This Dataset is related to **Fig. 5.**

**File name:** Supplementary Data 5

**Description:** Untargeted global metabolic analysis of wild-type (WT_1-5) and *MUT* (Mut_1-5) fibroblasts incubated in DMEM containing 10% LPDS for 24 h. Raw metabolite data normalized to total protein is listed under tab ‘ProNormImpData(fb). This Dataset is related to **Fig. 5.**

**File name:** Supplementary Data 6

**Description:** Hepatic gene expression analysis of mice treated with 50 mg/kg Control ASO or MMAB ASO. Transcripts significantly modulated by MMAB knockdown (*P* £ 0.05*,* FC ³1.5 or £ – 1.5) are listed under tab ‘Fold-change’ (MMAB ASO vs. CON ASO). The top modulated pathways can be found in subsequent tabs. This Dataset is related to **Fig. 7.**

# Supplementary material for: MMAB promotes negative feedback control of cholesterol homeostasis
**Source:** Nat Commun. 2021 Nov 8;12:6448. doi: 10.1038/s41467-021-26787-7
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Western blot acquisition: Odyssey Infrared Imaging System (LI-COR Biotechnology)
 Dil-LDL uptake and binding experiments: BD FACSCalibur, EVOS digital inverted fluorescence microscope (AMG), Leica SP5 II confocal microscope equipped with a 63X Plan Apo Lense
 RNAi screen transfection and image acquisition: Wellmate Microplate Dispenser (Matrix Technologies), BioTek Plate Washer (PerkinElmer), Arrayscan VTI HCS Reader (Thermo Scientific) with a Zeiss 10x objective, BioApplication's Target Activation v3 (Thermo Scientific)
 qPCR: iCycler Real-Time Detection System (Biorad)
 Mass spec: AB Sciex QTrap 6500, Agilent GC (HP6890)-MS (HP5973)

Data analysis

Statistical analysis: GraphPad Prism Software Version 7.0a
 FACS analysis: WINMDI v2.8 and FlowJo v10
 Affymetrix array data analysis: GeneSpring GX software version 11.5 (Agilent Technologies)
 RNAi screen bioinformatic analysis: DAVID, STRING v9.05, Cytoscape plugin v3.4, EnrichmentMap plugin (v3.0), UCSC Genome Browser (NCBI36/hg18, <http://genome.ucsc.edu>)
 Fluorescent/Western blot image analysis/quantification: ImageJ (NIH), Adobe Photoshop CS5
 RNAseq analysis: PartekFlow® software, version 8.0.19.0405 (Partek, Inc., St. Louis, MO), STAR algorithm (mmu10), Ingenuity Pathway Analysis Spring Release 2019 (Ingenuity Systems QIAGEN, Redwood City, CA, USA), QluCore Omics Explorer v 3.2 (QluCore AB, Lund, Sweden)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-seq data and Affymetrix array data that support the findings of this study have been deposited in the Gene Expression Omnibus under accession code GSE169712 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE169712>) and GSE183790 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183790>), respectively. RNAi screen data that support the findings of this study have been deposited in PubChem with the Assay ID 1671195 (<https://pubchem.ncbi.nlm.nih.gov/bioassay/1671195>). All other data that support the findings of this study are within the article and its Supplementary Information and Source Data files.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Animal sample size for each study was chosen based on literature documentation of similar well-characterized experiments (Rayner et al., 2010; Shimomura et al., 1999; Horton et al., 1998; Mattison et al., 2014; Goedeke et al 2015). Sample sizes for cell culture experiments (at least three biological replicates) were chosen based on extensive in vitro experience in the lab. Sample sizes are listed in the figure legends and main text.
Data exclusions	For siRNA experiments, knockdown was assessed prior to downstream analyses (gene expression, LDL uptake/binding, metabolomics etc). Any biological replicate that did not achieve ≥80% knockdown was excluded from subsequent analyses. For all other in vitro experiments, no data was excluded. No animals were excluded from this study.
Replication	In vitro experiments were routinely repeated independently at least in three biological replicates. Key cell culture experiments (knockdown of MMAB, diI-LDL uptake/binding, and assessment of SREBP2 gene expression) were replicated successfully by at least two investigators in the lab. Multiple mice (n = 3-8 per group) were used in all in vivo experiments. All attempts at replication were successful.
Randomization	Mice were weight-matched and randomized to treatment groups before the start of injections by an independent investigator who did not participate in subsequent analyses. For in vitro experiments, cells were randomly assigned to groups to avoid bias.
Blinding	When possible, blinding was performed during data collection and analysis for in vitro and in vivo experiments. For experiments in which investigators could not be blinded for practical reasons (i.e during treatment of mice and cells), results were independently analyzed by another investigator.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	The following antibodies were used in this study: LDLR (Abcam #ab30532, 1:1000), MMAB (Novus #NBP1-86602, 1:1000), HSP90 (BD Biosciences #610418, 1:1,000), CYP51A (Proteintech #13431-1-AP, 1:500), ACTIN (Abcam #ab8227, 1:1000), DHCR24 (Cell Signaling #2033, 1:1000), PCSK9 (Cayman Chemical #10240, 1:1000), SREBP2 (BD Biosciences #557037, 1:500), HMGCR (culture supernatant of the mouse hybridoma, A9 cell line [ATCC #CRL-1811], 1:10), LDLR (Cayman Chemical #10007665; 1:1000), NPC1 (Novus #NB400-148, 1:500), fluorescently labeled secondary antibodies (Invitrogen #A10043, #A21057; 1:5000) and HRP-conjugated secondary antibodies (Cell Signaling Technologies #7074, #7076; 1: 5000).
Validation	All Cell Signaling, Cayman Chemical, Abcam, Novus, BD Bioscience, Proteintech and Invitrogen antibodies were validated by the manufacturer for Western blotting use; validation can be found on the manufacturers' website. The mouse hybridoma, A9 cell line has previously been validated by Millipore Sigma (https://www.emdmillipore.com/US/en/product/Anti-HMG-CoA-Reductase-Antibody-clone-IgG-A9,MM_NF-MABS1233). Antibodies were also independently validated in the laboratory using the following experiments: 1) The MMAB antibody was validated in Huh7 cells, Hepa cells and mouse liver tissue using an siRNA against MMAB or animals injected with antisense oligonucleotides against MMAB or non-silencing control. 2) LDLR and NPC1 antibodies were validated in Huh7 cells transfected with an siRNA against LDLR, NPC1 or non-silencing control siRNA. 3) Antibodies against the SREBP2-responsive genes (LDLR, DHCR24, CYP51A1, HMGCR, SREBP2, PCSK9) were validated in hepatic cells incubated in LPDS, LPDS + statin, and/or LPDS + LDL, conditions which are known to increase and decrease the expression of these genes, respectively.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	Age and sex-matched fibroblasts from patients with methylmalonic aciduria due to MUT deficiency (MUT fibroblasts, #GM00050) and otherwise healthy individuals (WT fibroblasts, #GM05659) were obtained from the NIGMS Human Genetic Cell Repository (Coriell Institute for Medical Research). All cells obtained from the NIGMS Human Genetic Repository were de-identified and are not considered to be human subjects. The human hepatocellular carcinoma cell line, Huh7 (JCRB Cell Bank JCRB0403), and mouse hepatic cell line (Hepa1—6; ATCC CRL-1830) were a kind gift from Dr. Edward Fisher (NYU School of Medicine). HeLa cells were purchased from ATCC (ATCC CCL-2).
Authentication	All primary fibroblast cells were authenticated by Coriell Institute for Medical Research and used within 2-3 passages. Stable cell lines (Huh7, Hepa1-6, HeLa) were authenticated by morphology check at high and low plating densities, growth curve analysis, and periodic assessment of mycoplasma infection.
Mycoplasma contamination	All cell lines tested negative for mycoplasma contamination.
Commonly misidentified lines (See ICLAC register)	No commonly misidentified cell lines were used in this study.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	C57BL/6J (Wild-type, WT): Jackson Laboratories (#000664), male, age 8 weeks<br>Apobec1-/-;Ldlr-/+): kind gift from Dr. Daniel Rader (UPenn), male, age 8 weeks
Wild animals	No wild animals were used in this study.
Field-collected samples	No field-collected samples were used in this study.
Ethics oversight	All animal maintenance and experiments were performed in accordance with NIH guidelines and were approved by the Institutional Animal Care Use Committee of Yale University School of Medicine.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Huh7 or Hepa cells were transfected in 6-well plates with an siRNA against MMAB or non-silencing control siRNA for 48 h. For Dil-LDL uptake and binding experiments, cells were washed and incubated in fresh media containing Dil-LDL (30 ug cholesterol/ml) for 2-8 h at 37C (uptake) or 4C (binding). Non-specific uptake was determined in extra wells containing a 50-fold excess of unlabeled native LDL. At the end of the incubation period, cells were washed twice and resuspended in 1 ml of PBS for Flow Cytometry analysis.

Instrument

BD FACSCalibur

Software

WINMDI v2.8 and FlowJo v10

Cell population abundance

Live cells were enriched using FSC/SSC. 10,000 events were collected for each sample.

Gating strategy

Live cells were gated using FSC and SSC. Cells incubated without dil-LDL (PE) were used to set positivity for Dil-LDL (PE). The results are expressed in terms of specific median intensity of fluorescence (MFI) after subtracting out autofluorescence of cells incubated in the absence of Dil-LDL and correcting for non-specific uptake by subtracting out the fluorescence of cells incubated with Dil-LDL and an excess of unlabeled LDL.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

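Liver RNA-seq of male C57BL/6J mice treated with CON ASO (n = 3) or MMAB ASO (n = 3) was analysed from the table of values that the authors deposited, with all 6 columns matched to their samples by name. The paper's methods and the labels state that ribosomal RNA was depleted, that reads were aligned with STAR in PartekFlow 8.0.19.0405 to the mouse genome, and that transcript abundance was estimated with the Partek E/M algorithm. The deposited values are log2 of CPM (counts scaled to a common total), scaled by the authors to the total count of each library, with 0.0001 added. They were used as deposited for tests, and their linear values for filters, means and SDs. Of 21297 genes, 20 had symbols that had become dates and were named by their coordinates, 18 by identical start and end and 2 by overlap. Of the 20489 symbols found in GENCODE M21 (GRCm38), 93.6% had the same coordinates as in the table, so positions are given on that build.

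Read totals are not stated with the values. Steps between the lowest values gave estimates of 44.7 to 55.4 M reads per library, at which 1 read is worth 0.0181 to 0.0224 CPM. Because many values were not whole multiples of a read, no test for counts was run.

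The 11565 genes with a mean of at least 1 CPM over the 6 libraries were compared between the groups with limma 3.58.1 in R 4.3.3, with a variance prior that follows the mean, no covariates and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. The study's thresholds, an unadjusted p of at most 0.05 and a fold change of at least 1.5, were applied to the same fit, which stands in for the authors' GSA test. The comparison rests on 3 livers in each group, and a fold change is on the log2(value + 0.0001) scale. Single genes were also tested with exact two-sided permutation tests, whose smallest p is 0.1 here. The 30 gene lists were compared with all other genes by camera with a preset correlation of 0.01, and 28 of them had a measured gene. Enrichment among genes at the study's thresholds was tested with one-sided Fisher's exact tests against the tested genes. Principal components were taken from centred log2 values.

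The comparison, the gene lists, the rule for the genes named and the alternatives were set before the data were examined, except for scaling to the sum over protein-coding genes, which was added afterwards. Values of Supplementary Data 6 had been seen by then. The genes named are those the study names for these livers or as responsive to SREBP2, the 6 highest and 6 lowest log2 fold changes among genes with an adjusted p under 0.05, a mean of at least 5 CPM and no overlap between the groups, and members of each list with the smallest adjusted p. Some genes set by this rule are not reported here. The alternatives were pseudocounts of 0.1 and 1, no filter and a filter at a mean of 5, median-ratio scaling, quantile normalization, no trend in the variance prior, array weights, the replicate number as a block, leaving out each library in turn, camera with an estimated correlation, fry, and other choices of genes for the components and the enrichment.

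The fits were tested on simulated data drawn from the spread of these libraries, in 10 simulations with 200 changed genes each, in which 4.51% of the genes called were unchanged. Lists of 20 genes raised by 0.5 on the log2 scale were found in 10 of 10 simulations and unchanged lists in 0. The simulated genes varied independently of each other, which the genes of a pathway in these livers did not. Sequences of the oligonucleotides were matched to spliced transcripts only, and the plasma, protein and cell culture experiments were not analysed here. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.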

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

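All tests of explanations in this part were chosen after the results were seen, except that of gene length and GC content. Apart from cholesterol synthesis, the lists and genes here lie outside those the paper discusses. Values are mean log2 fold changes of MMAB ASO against CON ASO livers, and the lists passed an adjusted p of 0.05 from camera with the preset correlation, though none did with the estimated correlation or with fry.

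Markers of sinusoidal endothelial cells (0.89 over 18 genes), stellate cells and matrix (0.75 over 16) and Kupffer cells and macrophages (0.65 over 14) had higher means in MMAB ASO livers, with 11, 7 and 2 genes passing alone, the endothelial genes *Ehd3* (1.26) and *Clec4g* (1.25) among them. The Kupffer cell and macrophage markers stood at 1.11 above the CON ASO mean in CON ASO replicate 1, higher than in any MMAB ASO liver, and their mean was 1.21 without that liver, 0.40 without CON ASO replicate 2 and 0.35 without CON ASO replicate 4. The lowest mean of the pooled markers was 0.72 under 3 other scalings and 0.73 after the trend over gene length and GC content was removed, against 0.78 as deposited, which argues against both as the whole cause. A lower share of hepatocytes remains open: the mean of 13 hepatocyte markers was -0.26, a call lost under quantile normalization (-0.18), none of them, *Alb* and *Apoa1* included, passed alone from limma, 2 were lower at an unadjusted p under 0.05, and a permutation test found no difference between the rises of the 3 lists (p = 0.696), which does not show that they rose alike. A response of these cells to the treatment was not tested.

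Acute phase genes were lower in MMAB ASO livers (-1.04 over 19 genes), among them *Apcs* (-1.32), *Socs3* (-0.95) and *Hamp* (-0.83). *Apcs* failed an adjusted p of 0.05 without CON ASO replicate 4 (0.0586), and *Socs3* and *Hamp* each failed in 3 of the fits that left out 1 library, with the highest adjusted p-values without MMAB ASO replicate 4 (0.125 and 0.136). As a list, acute phase genes fell further than hepatocyte markers (permutation p = 0.00335 over genes, taken as independent), which argues against a lower share of hepatocytes as the whole cause. Of the fits that left out a CON ASO liver, the one without replicate 1 came closest to 0, at -0.83, which argues against a single CON ASO liver as the whole cause, but without MMAB ASO replicate 4 the mean was -0.66, and the groups overlapped, with CON ASO replicate 2 at -0.60 and MMAB ASO replicate 1 at -0.49 against the CON ASO mean. An inflammatory state that differed between these few mice stays open and was not tested.

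Cholesterol synthesis genes had a mean of 0.36, and the groups overlapped, with MMAB ASO replicate 1 at 0.13 below CON ASO replicate 1 at 0.18. The lowest mean under 3 other scalings was 0.34, which argues against the scaling as the cause. Without CON ASO replicate 2 the mean was 0.19, and the list passed camera only before adjustment over all lists (adjusted p = 0.0728 from limma), so the part played by that single liver could not be separated from an effect of the MMAB ASO.

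Other lists also passed, several of them not in every fit. Pericentral hepatocyte genes had a mean of -0.60, and 3 of 10 passed alone, *Rhbg* (-1.83), *Oat* (-1.23) and *Slc1a2* (-0.77). Of the same list, *Cyp2e1* was at 0.07 and *Cyp1a2* at -0.06. Xenobiotic and glutathione enzymes had a mean of -0.34 (-0.20 without CON ASO replicate 1), with *Gstt3* (-1.23) and *Gstt1* (-0.88). Periportal hepatocyte genes had a mean of -0.30, and did not pass without CON ASO replicate 2 (-0.16) or MMAB ASO replicate 2 (-0.24). Fatty acid oxidation, at -0.13, did not pass without CON ASO replicate 2 (-0.12) or 4 (-0.15) or MMAB ASO replicate 1 (-0.05) or 4 (-0.01), and was at -0.33 without MMAB ASO replicate 2. Female-biased liver genes had a mean of -1.11, from 2 measured genes of which *Acot3* (-1.79) passed, and the list did not pass without CON ASO replicate 4 (-0.97). Genes of the p53 response had a mean of 0.45 and did not pass without CON ASO replicate 1 (0.43). Erythroid genes had a mean of 0.43, with *Hba-a2* (0.65) and *Hbb-bt* (0.70) higher but *Alas2* at -0.45, and did not pass without MMAB ASO replicate 4 (0.31). No periportal, fatty acid oxidation or p53 gene passed alone from limma, and at an unadjusted p under 0.05, as reached by 2055 of all 11565 genes, 3 of 7 periportal genes were lower, 3 of 23 fatty acid oxidation genes lower and 1 higher, and 3 of 5 p53 genes higher. Without CON ASO replicate 4 none of the 8 genes given here with a call of their own passed, and without MMAB ASO replicate 4 only *Rhbg* did. *Oat* and *Gstt1* also failed without CON ASO replicate 1, and *Hba-a2* and *Hbb-bt* without MMAB ASO replicate 1, with adjusted p-values from limma up to 0.176 over these fits.

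Among genes with an adjusted p under 0.05 from limma, a mean of at least 5 CPM and no overlap between the groups, those with the lowest fold changes were *Tff3* (-6.48), *Slc22a7* (-3.45), *Nipal1* (-2.91), *Adora1* (-2.55), *Car14* (-2.47) and *Tmem86b* (-2.40). *Tff3* varied widely among CON ASO livers, at 4.74, 34.3 and 6.73 CPM, and was at 0.0203 to 0.291 in MMAB ASO livers. Its fold change depends on the value added before the log, and was -5.34 with 0.1 and -3.29 with 1, passing with each. The highest within the same limits were *Bcl6* (2.31), *Gsn* (1.40), *Ctgf* (1.40), *Lpin1* (1.37), *Ehd3* and *Clec4g*. Of these 12, all but *Slc22a7*, *Lpin1*, *Ctgf* and *Gsn* passed an adjusted p of 0.05 in each fit that left out 1 library. *Slc22a7* failed without CON ASO replicate 4, *Lpin1* without MMAB ASO replicate 4, *Gsn* without either of these, and *Ctgf* without CON ASO replicate 1 or 4 or MMAB ASO replicate 2.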

How the results depend on the processing

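Scaling to the sum over protein-coding genes was chosen after seeing the data. *Mmab* was lower and passed in every fit in which it was tested, from -1.74 to -1.20, and *Mvk* was higher and passed in none, from 0.28 to 0.77. Neither has a mean of 5 CPM, so the stricter filter leaves both out.

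The 473 changed genes became 255 without a filter and 268 with the filter at a mean of 5, 768 with array weights, and 157 to 536 without 1 library, fewest without MMAB ASO replicate 4 and next without CON ASO replicate 4 (162) and MMAB ASO replicate 1 (309). The share of higher genes, 45.7%, was 34.1% under median-ratio scaling, 65.7% under protein-coding sum scaling, and 28.4% (CON ASO replicate 4) to 62.7% (CON ASO replicate 1) without 1 library. The 1049 genes at the study's thresholds became 608 with a pseudocount of 1, 1947 without a filter and 409 with the filter at 5. Fewer or more genes were tested under the filters. With a pseudocount of 1, 2072 genes had an unadjusted p under 0.05 from limma, against 2055 as deposited, so the fold threshold accounts for the drop to 608. The median log2 fold change was 0.034 as deposited, 0.008 under median-ratio scaling and 0.123 under protein-coding sum scaling, and the share of higher genes moved the same way. For the other settings the cause was not tested.

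The cholesterol synthesis list kept its mean of 0.36 but did not pass with an estimated correlation or with fry, and of the 12 other lists that passed with the preset correlation, 0 passed with either. Of those 12, fatty acid oxidation, periportal hepatocyte genes and female-biased liver genes did not pass under median-ratio scaling, nor these and hepatocyte markers under quantile normalization, nor fatty acid oxidation with the filter at 5, nor it and erythroid genes with no trend, nor erythroid genes under protein-coding sum scaling. Over genes at the study's thresholds the first component held 69.7%, as those genes were picked for the difference. *Cyp51* changed sign without CON ASO replicate 2, and ranged from -0.10 to 0.36 without 1 library. Of 36 other named genes that passed, 15 kept an adjusted p under 0.05 without CON ASO replicate 4 and 17 without MMAB ASO replicate 4, and none changed sign.

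The shared replicate numbers are not stated to pair the mice. Deviations of same-numbered livers from their group means correlated at -0.02, 0.05 and -0.01, and not every liver correlated best with its own number. With the number as a block, 430 genes changed, 369 of them shared, and *Lss* (adjusted p = 0.0670 from limma) and *Hbb-bt* did not pass. The library sizes limit genes near 1 CPM, and 3 livers in each group limit small differences.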

Differences from the paper's values

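The first principal component held 42.5% of the variance here and about 85% in Fig. 7e, read by eye, and the second 18.9% here and about 10% in the same panel of the paper. With the genes at the study's thresholds only, they held 69.7% and 10.6%, nearer to the paper's shares. Those genes were picked for their difference between the groups, which raises the first share, so these values cannot show what caused the gap. Scaling each gene to unit variance gave 30.5% and 28.3%, and a pseudocount of 1 gave 41.3% and 20.5%. The paper's methods do not name the genes behind Fig. 7e.

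The paper's right panel of Fig. 7f shows cholesterol genes at an FDR-adjusted threshold with a fold threshold, and some of them did not pass both here. The paper used the GSA test and limma was used here, so a gene that fails here is not thereby refuted. The paper's log2 fold changes were also larger, at 0.71 for *Mvk*, 0.89 for *Idi1*, 0.85 for *Mvd* and 0.80 for *Nsdhl*. Here they were 0.55, 0.75, 0.71 and 0.50, and the cause of this gap was not tested. *Mvk*, named in the text as raised, had an adjusted p of 0.327 from limma and a fold of 1.47. *Idi1* (adjusted p = 0.0988), *Pmvk* (0.102), *Mvd* (0.247) and *Nsdhl* (0.321) did not pass either. Of these, *Idi1* passed both thresholds without MMAB ASO replicate 1, and no other alternative set before the data were examined gave any of the 5 both thresholds. *Pmvk* passed the adjusted threshold under protein-coding sum scaling (adjusted p = 0.0275), which was chosen after seeing the values, with a fold under 1.5. At the study's unadjusted thresholds *Idi1* passed except without CON ASO replicate 2 and *Mvd* passed except without CON ASO replicate 1 or 2 or MMAB ASO replicate 2 or 4, with a pseudocount of 1, and under median-ratio scaling and quantile normalization, *Mvk* passed with array weights and without CON ASO replicate 1 or MMAB ASO replicate 1, and *Nsdhl* passed under these and under protein-coding sum scaling. *Fdps* and *Lss* passed both thresholds on the deposited values, as in the paper, but not in every alternative.

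Fig. 7g shows LXR/RXR activation as lowered. The list of 13 LXR targets used here, which is not the list of that panel, had a mean log2 fold change of -0.005 and did not pass (adjusted p = 0.52 from camera), and *Mylip* (0.98) was its only gene that passed, in 3 of the 6 fits that left out 1 library (those without CON ASO replicate 1 or 2 or MMAB ASO replicate 1).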

Other observations

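The test of partial matches was chosen before its result was seen. The 6 livers make 10 splits into 3 and 3, too few for a share under 0.05. Each split other than the real one holds livers of both groups on each side. None is therefore free of the treatment, and they do not show what chance alone would give. The real split gave 473 changed genes and the highest of the other splits 0 (1 of 10 splits as large), with 195 to 843 genes at an unadjusted p under 0.05 in the others and 2055 in the real one. At the study's thresholds it gave 1049 genes and the highest other 222 (1 of 10). The size of the mean log2 fold change of the cholesterol synthesis list was 0.36 and at most 0.40 in another split (3 of 10 as large). The odds ratio of its enrichment was 5.74 and at most 168.3 (4 of 10), the latter in a split with 101 genes at the study's thresholds. The number of other lists that passed by camera was 12 and at most 10 (1 of 10), and every other split gave at least 6.

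Of the genes other than *Mmab* with 14 or more bases in a row that pair with the MMAB ASO, 4 in all, 0 had a mean of 1 CPM, so their levels could not be tested. The CON ASO sequence as printed pairs with *Mmab* at 1 mismatch, and no liver without an oligonucleotide was analysed here.

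In the paper's Source Data for Fig. 7a, the *Mvk* values listed for the first 6 of 7 MMAB ASO mice are identical, in the same order, to those of the 6 CON ASO mice. The paper's values there have a log2 ratio of 0.10 for *Mvk* and of -1.53 for *Mmab*, the latter beside -1.55 from the RNA-seq.

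Of other genes of cobalamin and propionate metabolism, *Mut* (0.14) and *Mmaa* (0.13) did not pass, and the 14 genes of that list had a mean of 0.06. *Fads2* (-0.63) passed among fatty acid synthesis genes and *Spp1* (0.98) among cholangiocyte markers, of which 2 were measured; *Fads2* failed in 4 of the 6 fits without 1 library, those without CON ASO replicate 2 or 4 or MMAB ASO replicate 1 or 4, and *Spp1* passed in all 6. Groups did not overlap for 2629 of 11565 genes, 22.7%, where chance gives 10%.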
